# Single-Cell Transcriptomic Profiling Reveals Dual Antitumor and Adaptive Resistance Mechanisms of a Novel HSP90 Inhibitor, SP11, in T-Cell Acute Lymphoblastic Leukemic Cells and DLA Mouse Model

**DOI:** 10.3390/ijms27125321

**Published:** 2026-06-12

**Authors:** Shahana M V, Anjitha R, Bibha Choudhary

**Keywords:** HSP90, SP11, ScRNA, leukemia, lymphoma, MYC, BCL2

## Abstract

Heat shock protein 90 (HSP90) is a molecular chaperone essential for maintaining the stability of many oncogenic client proteins. Although several HSP90 inhibitors (HSP90i) have entered clinical trials, their use has been limited by toxicity and resistance, underscoring the need for improved therapeutic strategies. In this study, we assessed the therapeutic potential of a new HSP90i, SP11, in T-cell acute lymphoblastic leukemia (T-ALL) in vitro and in the DLA mouse model in vivo, using single-cell transcriptomic profiling. Single-cell RNA sequencing showed that SP11 treatment reduces key oncogenic drivers, including MYC, BCL2, and stemness-related genes, consistent with impaired leukemic survival programs. In the DLA mouse model, SP11-mediated HSP90 inhibition was associated with alterations in the tumor microenvironment, including increased immune cell representation and enrichment of cytokine- and antigen-presentation-related transcriptional pathways. Despite these antitumor effects, a distinct subpopulation of cells continued to express or re-express MYC and BCL2, suggesting the development of early adaptive resistance. Consistent with these findings, an SP11-resistant MOLT4 cell line maintained high levels of MYC and BCL2 at both the transcript and protein levels, maintained CD44 expression, and exhibited altered inflammatory cytokine signaling. Functional studies confirmed that pharmacological inhibition of BCL2 notably increased SP11 sensitivity, supporting a rational combination strategy. Collectively, our results show that SP11 may exert both tumor-intrinsic and immune-modulating effects and reveal transcriptionally defined adaptive cellular states linked to resistance. This study provides mechanistic in sights into responses to HSP90 inhibition and supports combination approaches for improving therapeutic outcomes in T-ALL.

## 1. Introduction

T-cell acute lymphoblastic leukemia (T-ALL) is a highly aggressive blood cancer characterized by the uncontrolled growth of immature T-cell precursors. It accounts for about 15% of pediatric and 25% of adult cases of acute lymphoblastic leukemia (ALL) and is often associated with high white blood cell counts at diagnosis [1,2]. Despite major advances in multi-agent chemotherapy treatments, many patients relapse or develop resistant disease, highlighting the urgent need for more effective and targeted therapies. A key clinical challenge in T-ALL is the development of drug resistance, which arises through mechanisms including upregulation of anti-apoptotic pathways, metabolic changes, and activation of compensatory signaling networks [3,4]. Additionally, the survival of leukemia stem cells (LSCs) with self-renewal ability contributes to disease recurrence and therapeutic failure [5].

Cancer stem cells (CSCs), first identified in 1990, are a small but functionally vital subgroup of tumor cells capable of self-renewal, differentiation, and tumor promotion. These cells contribute to intratumoral heterogeneity and exhibit increased resistance to conventional therapies, making them central to tumor progression, metastasis, and relapse [6,7]. A key regulator of CSC maintenance is Heat Shock Protein 90 (HSP90), a molecular chaperone that stabilizes many client proteins involved in cancer-promoting signaling pathways [8]. These client proteins regulate proliferation, survival, and stemness, and their proper function depends on HSP90-assisted folding and stabilization. Therefore, pharmacological inhibition of HSP90 triggers the degradation of several oncogenic drivers simultaneously, disrupting tumor-promoting networks and impairing CSC survival.

SP11 is an innovative HSP90 inhibitor from the coumarin-imidazothiadiazole class, with a unique structure distinct from traditional geldanamycin-based inhibitors. Studies have shown that SP11 triggers intrinsic apoptosis and markedly reduces tumor burden in Dalton’s Lymphoma Ascites (DLA) models [9,10]. These results suggest it has strong potential as a therapeutic agent with enhanced effectiveness and possibly fewer side effects. Nonetheless, as with other HSP90 inhibitors, the development of resistance remains a significant challenge that must be addressed for sustained treatment success.

Recent studies have shown that MYC and BCL2 are key mediators of resistance to HSP90 inhibition in aggressive lymphoid cancers. MYC, a major oncogenic transcription factor and a direct client of HSP90, controls gene expression programs that support cell growth, metabolic reprogramming, and survival. Likewise, BCL2 is a major anti-apoptotic regulator that shields cells from programmed death. The simultaneous activation of MYC and BCL2 creates a robust survival network that drives therapy resistance and poor clinical outcomes [11,12,13]. Although HSP90 inhibition can destabilize these proteins at the post-transcriptional level, tumor cells may bypass this by increasing transcription of MYC- and BCL2-related pathways. Supporting this idea, our earlier analysis of the CLUE database showed consistent activation of MYC and BCL2 signaling pathways across multiple cancer cell lines treated with HSP90 inhibitors [14].

Despite these insights, the cellular heterogeneity and dynamic transcriptional changes that underlie resistance to HSP90 inhibition remain poorly understood, especially in T-ALL. Traditional bulk transcriptomic methods are limited in their ability to detect rare but clinically important subpopulations, such as adaptive/drug-tolerant cells and residual stem-like groups. In this context, single-cell RNA sequencing (scRNA-seq) offers a powerful tool to explore tumor heterogeneity, track changes in cellular states, and identify early adaptive resistance mechanisms in high detail.

In this study, we used single-cell transcriptomic profiling to examine the effects of SP11 in both in vitro (MOLT4) and in vivo (DLA) models of T-ALL. Through clustering, trajectory analysis, and functional validation, we aimed to (i) understand how SP11 influences oncogenic and stemness-related pathways, (ii) explore treatment-induced changes in the tumor microenvironment, and (iii) identify transcriptionally distinct subpopulations linked to adaptive resistance. Our results offer mechanistic insights into the tumor-intrinsic and microenvironmental effects of SP11 and lay the groundwork for developing rational combination strategies to overcome resistance in T-ALL.

## 2. Results

### 2.1. Single-Cell Transcriptomic Profiling Reveals Cellular Heterogeneity Following SP11 Treatment

We generated single-cell RNA-seq profiles of MOLT4 (T-ALL) and DLA (Lymphoma) cells to study cellular diversity and transcriptional responses following treatment with SP11 (an HSP90 inhibitor). Initially, we captured 1076 control and 864 SP11-treated MOLT4 cells, along with 965 control and 1103 SP11-treated DLA cells. 

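The deposited matrices of the DLA experiment list 977 cell barcodes in Control 1, 595 in Control 2, 2277 in Treated 1 and 1483 in Treated 2, which makes 1572 for the control samples and 3760 for the SP11-treated samples. At least 200 genes were detected in 965 barcodes of Control 1, 594 of Control 2, 1844 of Treated 1 and 1103 of Treated 2. Before any filter, the median number of unique molecular identifiers (UMIs) per barcode was 10240 in Control 1, 16330 in Control 2, 5237 in Treated 1 and 2300 in Treated 2.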

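Among the DLA barcodes, 13 in the control samples and 813 in the SP11-treated samples had fewer than 200 detected genes. Of the remaining barcodes, 77 in the control samples and 25 in the SP11-treated samples had more than 10% of their UMIs on the 13 mitochondrial genes.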

Cells with fewer than 200 detected genes or more than 20% mitochondrial gene expression in MOLT4 (or more than 10% in DLA) were removed to ensure data quality. After filtering, we retained 943 control and 850 SP11-treated MOLT4 cells, and 915 control and 1081 SP11-treated DLA cells for analysis. These datasets provided sufficient detail to examine both overall transcriptional changes and specific cellular differences caused by SP11 at the single-cell level.

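With both limits applied to the deposited DLA matrices, 1482 control cells and 2922 SP11-treated cells were kept. The share of barcodes kept was 93.8% in Control 1 (95% exact Clopper-Pearson interval 92.1% to 95.2%), 95.1% in Control 2 (93.1% to 96.7%), 80.4% in Treated 1 (78.7% to 82.0%) and 73.6% in Treated 2 (71.2% to 75.8%). These intervals cover counting error only. The limits that moved the shares most required at least 500 genes, and then 69.1% of the barcodes of Treated 1 and 64.1% of those of Treated 2 were kept. The kept cells had a median of 10573.5 UMIs in Control 1, 16651 in Control 2, 7122 in Treated 1 and 12949 in Treated 2.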

### 2.2. SP11 Induces Broad Suppression of Oncogenic and Survival-Associated Programs

Unsupervised clustering of MOLT4 cells identified five transcriptionally distinct clusters in the control group and six clusters in the SP11-treated group, suggesting that treatment alters both cellular composition and transcriptional states (Figure 1A,B). The appearance of an additional cluster in treated cells indicates the induction of new transcriptional states, potentially reflecting adaptive or stress-related phenotypes. To assess whether SP11 caused changes in the cell cycle, we performed cell cycle scoring using Seurat’s CellCycleScoring function. This analysis revealed a decrease in G1- and S-phase cells and a corresponding increase in G2/M-phase cells (Figure 1C,D), indicating cell cycle disruption after treatment. At the overall expression level, SP11 treatment led to significant downregulation of *MYC*, *BCL2*, *TGFB1*, *NFKB1*, and *PIK3CA* (Figure 1D). These genes are key regulators of proliferation, survival, inflammation, and metabolic signaling. Their coordinated suppression provides mechanistic evidence that SP11 effectively inhibits core oncogenic pathways, consistent with its HSP90-inhibitory activity. Consistent with these findings, reduction in *MYC* expression was observed across all clusters and was completely absent in cluster 4, while *BCL2* expression decreased in three clusters and was undetectable in cluster 5 (Figure 1E). These results underscore significant intratumoral heterogeneity in transcriptional responses to SP11 treatment.

### 2.3. Single-Cell Analysis Reveals Heterogeneous Drug Responses and the Emergence of Drug-Tolerant Subpopulations

The emergence of a distinct fifth cluster, observed exclusively in the SP11-treated condition, is a significant finding that indicates the induction of a treatment-associated transcriptional state. This cluster likely represents a drug-tolerant (adaptive) subpopulation that develops under therapeutic pressure. Cluster 5 was characterized by increased expression of *TDO2*, *ZFP36L1*, *ITGAX*, *EMP1*, *FTH1*, *SERPINB2*, *ISG15*, *ATP6V0D2*, *SLCO2B1*, *CYP4F3*, *C5AR1*, *SPOCD1*, and *GPR82* (Figure 1A). This transcriptional profile suggests a treatment-adapted, immunomodulatory, and survival-enhancing phenotype. Notably, *TDO2* indicates activation of the kynurenine-mediated immunosuppressive pathway [15], while *ZFP36L1* has been linked to imatinib resistance [16]. Immune-related genes, including *ITGAX* [17], ISG15 [18,19], and *C5AR1* [20], further support altered immune signaling. Additionally, genes associated with survival and drug response, such as *EMP1* [21], *FTH1* [22], *SERPINB2* [23], *ATP6V0D2* [24], SLCO2B1, and CYP4F3 [25], were strongly expressed. The presence of *SPOCD1* [26] and the leukemia-associated GPCR *GPR82* [27] further supports the existence of a distinct adaptive state. Overall, these findings suggest that Cluster 5 represents a drug-tolerant (adaptive), transcriptionally reprogrammed subpopulation with features of immune modulation and survival adaptation.

### 2.4. Stemness-Associated Genes Are Downregulated Following SP11 Treatment

To assess whether SP11 influences stemness-related programs, we examined the expression of key stemness markers across clusters. SP11 treatment significantly decreased *CD44*, *KLF4*, *MYC*, and *BMI1*, which are vital regulators of self-renewal and tumorigenicity (Figure 2A). This decline indicates impaired stem-like features and reduced tumor-propagating potential after treatment. We also looked at the expression of HSP90 client proteins (*HSF1, HIF1A, BCL2, NOTCH1*) and other heat shock proteins (*DNAJC24*, *HSPB1*, *HSPA1A*, *HSP90AA1*, *HSP90AB1*) to evaluate stress response activation. Most stress-related genes were downregulated following SP11 treatment, supporting effective inhibition of HSP90-mediated signaling pathways. Interestingly, HSPB1 levels were higher, suggesting a possible compensatory stress response that might help develop resistance.

### 2.5. Trajectory Analysis Reveals Cellular Reprogramming and Resistance-Associated States in MOLT4 Cells

To further explore treatment-induced cellular transitions, trajectory analysis was performed to reconstruct dynamic transcriptional changes and identify potential resistance-related states. Gene-wise expression scatter plots showed distinct differential expression patterns across key regulatory and functional genes, indicating notable transcriptional reprogramming following SP11 treatment (Figure 3A). These differences were further supported by hierarchical clustering of selected differentially expressed genes (*MYC*, *BCL2*, *NOTCH1*, *NOTCH3*, *BMI1*, *CD44*, *HSF1*, *KLF4*, *HSP90AA1*, and *ALDH1A1*), which revealed clear separation of samples by condition, underscoring the robustness of SP11-induced transcriptional changes (Figure 3B). Trajectory heatmap analysis demonstrated coordinated regulation of biologically relevant genes along pseudotime (Figure 3B). In control cells, these genes showed progressive upregulation along the trajectory, while SP11-treated cells displayed suppressed or delayed expression dynamics. This shift may suggest that SP11 interferes with normal proliferative and stemness-related trajectories and redirects cells toward altered, stress-adaptive states. Functional enrichment analysis showed enrichment of pathways associated with cellular signaling, immune regulation, metabolism, and stress response (Figure 3C). Pathways related to transcriptional regulation, cell communication, and adaptive responses also appeared to be represented among the differentially expressed genes. These observations suggest that SP11 treatment may be associated with broader transcriptional alterations and potential changes in cellular states.

### 2.6. Integrated Transcriptomic Analysis Reveals Treatment-Specific Gene Expression Patterns and Pathway Enrichment

To further explore transcriptional programs associated with resistance, we conducted integrated analyses of control and resistant populations. Cell–cell communication analysis showed significant rewiring of intercluster signaling networks in resistant cells, with changes in interaction strength and network structure compared to controls (Figure 4A). This indicates remodeling of intercellular communication under therapeutic pressure. Consistent with this, single-cell gene expression heatmaps revealed the emergence of distinct transcriptional subpopulations within resistant cells, including HSP90_BCL2 high, HSP90_MYC high, and HSP90_MYC_BCL2 high subsets (Figure 4B). These subpopulations displayed coordinated expression of genes related to survival, stress response, and resistance. Functional enrichment analysis indicated that MYC-high cells were enriched in pathways involved in growth factor signaling and cell adhesion (e.g., *TGFBR3*, *BMP*, *CDH1*, *NTRK3*), while *BCL2*-high cells were enriched in pathways governing apoptosis, telomerase maintenance, and genome stability (Figure 4C). These findings point to distinct, gene-specific survival mechanisms within resistant subpopulations. To validate these results, we developed an SP11-resistant MOLT4 cell line and performed bulk RNA sequencing. This revealed upregulation of *MYC*, *BCL2*, *MCL1*, and *NOTCH* pathway components (Figure 4D), aligning with the single-cell data. At the protein level, SP11-resistant MOLT4 cells showed increased expression of BCL2, MYC, HSP90, and HSF1, while HSP70 levels were decreased (Figure 5A). This suggests that resistant cells sustain oncogenic signaling while possibly avoiding excessive proteotoxic stress. Although these findings are consistent with adaptive resistance mechanisms, the possibility of clonal enrichment during prolonged drug exposure cannot be completely excluded. Given the crucial roles of MYC and BCL2 in resistance, we investigated combination therapeutic strategies. Treatment with BCL2 inhibitors (Venetoclax and Disarib) combined with SP11 produced strong synergistic effects in YAC and MOLT4, as reflected by high Bliss synergy scores (Figure 5C). We validated combination therapy using YAC cells, a lymphoma model characterized by high BCL2 expression, further supporting the therapeutic relevance of targeting BCL2 in combination with SP11.

### 2.7. Flow Cytometric, Cytokine, and Functional Analyses Validate Resistance-Associated Phenotypes

Flow cytometric analysis demonstrated that SP11 treatment (0.8 µM) significantly reduced the proportion of CD44-positive cells compared with vehicle-treated controls (Figure 6A,B). In contrast, SP11-resistant cells maintained elevated CD44 expression, comparable to that of the control group (Figure 6A,B), indicating restoration of stem-like characteristics during resistance development. Furthermore, SP11 treatment at the IC50 for 48 h markedly suppressed IL-6 secretion, reducing cytokine levels to nearly undetectable levels relative to untreated controls (Figure 6E, left panel). However, resistant cells bypassed this suppressive effect and exhibited increased IL-6 secretion compared with acutely treated cells (Figure 6E, right panel). This restoration of cytokine signaling was accompanied by broader inflammatory transcriptomic remodeling, including altered expression of macrophage-associated and immune-regulatory mediators such as CSF1, IL10, IL1B, IL4, TNF, IFNG, and CCL2 between resistant and non-resistant populations (Figure 6F).

Given the persistence of stemness-associated and pro-survival signaling in resistant cells, strategies to overcome resistance were explored by targeting mitochondrial apoptotic pathways using the BCL-2 inhibitor Venetoclax (VNCX). Cell viability was first evaluated following single-agent and combination treatments. Resistant cells displayed limited sensitivity to SP11 (9.6 µM) or Venetoclax (1 µM or 2 µM) alone. In contrast, combination treatment produced a strong, dose-dependent reduction in viability (Figure 6D). To further investigate the underlying mechanism, mitochondrial reactive oxygen species levels were assessed using MitoSOX fluorescence intensity. Resistant cells exhibited relatively low basal ROS levels, comparable to those of non-resistant cells (Figure 6C). However, combined treatment with SP11 and Venetoclax (SP11 + VNCX) induced a marked increase in mitochondrial ROS accumulation, approaching levels observed in the hydrogen peroxide (H_2_O_2_) positive control (Figure 6C). These findings suggest that the enhanced cytotoxicity observed following combination treatment is associated with excessive mitochondrial oxidative stress and apoptotic vulnerability.

### 2.8. SP11 Treatment Remodels the Immune Landscape in the In Vivo DLA Tumor Microenvironment

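DLA tumors from control Swiss albino mice (2 samples, Control 1 and Control 2), called untreated in the sample labels and vehicle controls in the supplement, and from mice given SP11 orally at 30 mg/kg for 17 days (2 samples, Treated 1 and Treated 2) were profiled by droplet single-cell RNA sequencing. The authors deposited 1 matrix of raw UMI counts per sample, over the same mouse genes, and the headers of the matrices name Cell Ranger 7.1.0. The methods name hg38 as the reference of the single-cell work, while the mouse build behind these genes is not stated. The matrices hold 9827816 UMIs in Control 1, 9646197 in Control 2, 13406925 in Treated 1 and 13632163 in Treated 2. Cells that passed the filters of the paper were log-normalized, clustered together without integration, and named from marker genes listed before the data were examined. The SingleR annotation was not repeated, because its reference data were not available, so that differences in cell types from the paper can come from the rebuilt names. Doublets were called with Scrublet, which marked 126 of 4404 cells (2.86%), and were left out only in an alternative analysis. UMIs were summed per sample and cell class, and the sums were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. Shares of cells were compared between the 2 control and the 2 treated samples with a two-sided exact permutation test, for which 0.333 is the smallest p that 2 samples against 2 allow. The choices that could change the numbers are the filters on cells, the resolution of the clustering and the filter on genes with low counts.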

To evaluate how SP11 affects the tumor microenvironment, single-cell transcriptomic profiling was performed on DLA tumor samples. UMAP visualization showed distinct differences in cellular organization between control and SP11-treated samples, indicating treatment-induced transcriptional modifications (Figure 7A). 

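In the main population of cells, which carried no immune marker profile, 207 genes were higher and 72 genes were lower in the SP11-treated samples out of 11504 genes tested (edgeR, Benjamini-Hochberg adjusted p under 0.05). DESeq2 called 88 higher and 36 lower on the same counts. With the replicate number as a block, edgeR called 469 higher and 284 lower, but the replicate numbers were not shown to pair the samples. Among the genes with the largest increase were Cd79b, with 0 UMIs in both controls, 121 in Treated 1 and 94 in Treated 2, at least 58.2-fold higher against a limit of 3 counts over the control group, and Iglc1, at least 29.8-fold higher on the same basis. Igkc had 2 and 1 UMIs in the controls and 584 and 290 in the treated samples. The increase of Ankrd44 was at least 15.4-fold and that of Mzb1 at least 15.1-fold. Igkc, Cd79b, Iglc1 and Mzb1 are on the marker lists of B cells and plasma cells, and UMIs of Igkc were found in 15.5% of the main population cells of Treated 1 and 25.4% of those of Treated 2, at 50.5 and 24.3 CPM (UMIs scaled to the same total in each sum), against 15097 CPM in the B cell-like class. The 5 genes with the largest decrease were the histone genes Hist1h2ab, Hist1h2an, Hist1h2bc, Hist1h3f and Hist1h2bj, with log2 fold changes between -1.69 (SE 0.24, adjusted p = 2.73e-05) and -1.26 (SE 0.20, adjusted p = 0.000133). DESeq2 gave adjusted p of 0.372, 0.895 and 0.632 for Hist1h2an, Hist1h3f and Hist1h2bj, and without Control 2 the edgeR adjusted p of Hist1h3f was 0.0574. Histone genes have near copies with similar sequence, which makes the counts of single copies less certain. The lower genes had a median transcript length of 729.5 bases against 3220 for all genes tested. With Control 2 left out, 127 genes were higher and 43 lower.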

Clustering analysis identified several cellular subpopulations, with SP11-treated tumors displaying significant changes in cluster composition compared to controls. 

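Clustering of the kept DLA cells gave 10 clusters. The main population was made of 4 of them, with 1385, 946, 656 and 98 cells, led by histone genes, by Ung and Krt8, by the mitotic genes Cenpf and Ube2c, and by Gm10076 and Cenpx. The cluster of 98 cells held 31 cells of Control 1, 55 of Control 2, 11 of Treated 1 and 1 of Treated 2, with a median of 5018.5 UMIs per cell. Macrophage- and monocyte-like cells formed a cluster of 496 cells led by Lyz2, B cell-like cells one of 340 led by Igkc, neutrophil- and erythroid-like cells one of 133 led by S100a9, and T and NK cell-like cells one of 131 led by Ccl5. A cluster of 153 cells led by Gm26917 and a cluster of 66 cells led by Lyz2, both joined to the main population by their profiles, were left unnamed. These unnamed clusters held 2.29% of the cells of Control 1, 1.41% of Control 2, 8.90% of Treated 1 and 2.47% of Treated 2. The cells outside the main population were also clustered again, a step chosen after seeing the data. There a cluster of 125 cells was led by Cnfn and Krt18, with 6, 4, 100 and 15 cells in the same order. The share of the main population in Treated 1 can therefore be too low through the naming.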

Quantitative analysis verified a decrease in dominant tumor-associated populations and an increase in specific immune cell populations following treatment. 

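The main population made up 92.0% ± 1.33 (SD, n = 2) of the cells in the control samples and 57.6% ± 7.97 (SD, n = 2) in the SP11-treated samples, with a two-sided exact permutation p = 0.333, the smallest that this design allows. On the cell counts per class, edgeR gave a log2 fold change of -0.67 (SE 0.14, adjusted p = 0.0161), and this test, added to the permutation test as an alternative, moved the result most. All named classes outside the main population together made up 6.16% ± 0.711 (SD, n = 2) in the controls and 36.7% ± 12.5 (SD, n = 2) after SP11 treatment (exact permutation p = 0.333). The difference between the groups was larger than the spread between replicates in both comparisons. Shares add up to the whole of each sample, so that a lower share of one class raises the others.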

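In the control samples, the main population held 834 of 916 cells of Control 1 (91.0%, 95% exact interval 89.0% to 92.8%) and 526 of 566 cells of Control 2 (92.9%, 90.5% to 94.9%). The named immune and erythroid classes held 61 cells of Control 1 (6.66%, 5.13% to 8.47%) and 32 cells of Control 2 (5.65%, 3.90% to 7.89%). No cluster of the main population carried the stem and progenitor markers listed beforehand, so it is called the main population here. The keratin gene Krt18 was at 3029 CPM in Control 1 and 1634 CPM in Control 2 within it, and the summed level of the 13 epithelial markers was 7474 and 4167 CPM. Over the 30 T cell markers the sum was 102 and 107 CPM, and over the 34 B cell markers 60.0 and 61.1 CPM.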

In control samples, tumor stem cells constituted the predominant population, with minimal immune cell infiltration. Conversely, SP11-treated samples showed a notable rise in immune cells, including B cells, monocytes, NK cells, dendritic cells, and macrophages, along with a significant reduction in stem cell populations (Figure 7A,B). This observation may reflect enhanced immune recruitment and a decrease in tumor-propagating cells after SP11 treatment. 

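B cell-like cells made up 1 of 916 cells of Control 1 (0.109%, 95% exact interval 0.00276% to 0.607%) and 0 of 566 cells of Control 2, which allows a share of up to 0.530% (3 counts of the total). They made up 176 of 1831 cells of Treated 1 (9.61%, 8.30% to 11.1%) and 163 of 1091 cells of Treated 2 (14.9%, 12.9% to 17.2%). The mean share was 0.0546% ± 0.0772 (SD, n = 2) in the controls and 12.3% ± 3.77 (SD, n = 2) after SP11 treatment (exact permutation p = 0.333), and edgeR on the cell counts gave an adjusted p = 0.00175. T and NK cell-like cells fell into 1 cluster, with 1.42% of the cells of Control 1, 0.353% of Control 2, 1.15% of Treated 1 and 8.71% of Treated 2 (exact permutation p = 0.667). Their increase rested on Treated 2, since the difference between treated and control samples was 4.04 percentage points with all samples and 0.261 points without Treated 2. Within that cluster, 6 cells of Treated 2 and 0 cells of the other samples had an NK cell gene and no Cd3 gene. The paper proposes that the shift in these populations may reflect more immune recruitment and fewer tumor-propagating cells after SP11 treatment.

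**Figure D1:**
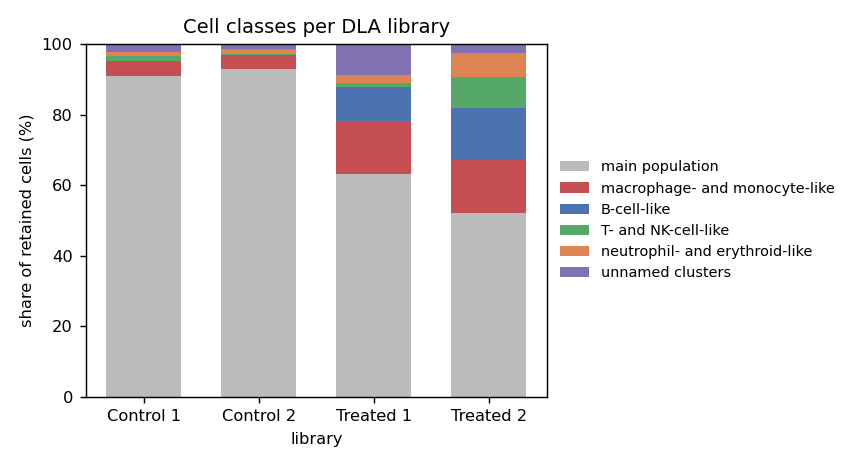
Share of the kept cells of each DLA sample in each cell class, in percent. Each bar is a sample, stacked by cell class, with the main population between 52.0% and 63.2% after SP11 treatment.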

Cell–cell communication analysis also showed a comparatively increased number of signaling interactions between immune and tumor cells in treated samples (Figure 7C). This increased intercellular signaling could aid in tumor suppression and immune activation. However, these findings are based on computational transcriptomic analyses and require further experimental validation.

### 2.9. SP11 Modulates Specific Immune Subsets Associated with Tumor Progression and Immunity

γδ T cells in control samples showed increased expression of HSP90 and the anti-apoptotic marker BCL2, indicating a survival-adapted phenotype. γδ T cells demonstrate functional versatility in cancer, with some subsets exerting anti-tumor effects, while others promote tumor growth through immunosuppression and angiogenesis, especially IL-17–producing γδ T cells [28,29,30]. 

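No cluster of the DLA cells carried the markers of γδ T cells, so levels of Hsp90aa1 and Bcl2 in such a class were not computed. UMIs of Trdc, the constant region gene of the delta chain, numbered 0 in Control 1, 0 in Control 2, 2 in Treated 1 and 9 in Treated 2 over all kept cells.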

SP11-treated samples showed decreased γδ T cell levels, suggesting suppression of potentially pro-tumor immune subsets. 

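Cells outside the main population with a UMI of Trdc and of a Cd3 gene numbered 0 of 916 in Control 1, which allows a share of up to 0.328% (3 counts of the total), and 0 of 566 in Control 2. They numbered 1 of 1831 in Treated 1 (0.0546%, 95% exact interval 0.00138% to 0.304%) and 2 of 1091 in Treated 2 (0.183%, 0.0222% to 0.661%). These intervals overlap. The exact permutation p was 0.333, the smallest that 2 samples against 2 allow, so this test could not detect a difference. The median T and NK cell-like cell had 623 UMIs in Control 1, 897 in Control 2, 576 in Treated 1 and 852 in Treated 2.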

Monocytes and macrophages, essential mediators of phagocytosis and cytokine-driven immune activation, increased after SP11 treatment (Figure 7A,B). 

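Macrophage- and monocyte-like cells, which formed 1 cluster, made up 4.15% of the cells of Control 1 (95% exact interval 2.95% to 5.65%), 3.89% of Control 2 (2.45% to 5.83%), 14.9% of Treated 1 (13.3% to 16.6%) and 15.0% of Treated 2 (13.0% to 17.3%). The mean share was 4.02% ± 0.185 (SD, n = 2) in the controls and 14.9% ± 0.125 (SD, n = 2) after SP11 treatment (exact permutation p = 0.333), and edgeR on the cell counts gave a log2 fold change of 1.89 (SE 0.10, adjusted p = 0.000229). At a resolution of 1.5 the class fell into 2 clusters that moved apart, one led by Lyz2 and Fn1 with 2, 0, 210 and 120 cells in Control 1, Control 2, Treated 1 and Treated 2, and one led by Wfdc17 and Ccl6 with 35, 22, 33 and 25 cells, or 3.82%, 3.89%, 1.80% and 2.29% of the kept cells. In the summed counts of the class, 115 genes were higher and 100 lower in the treated samples out of 2784 tested by edgeR, and DESeq2 called 39 higher and 105 lower. Within the second of these clusters edgeR called 4 of 910 tested genes, all hemoglobin genes, with 79 at an unadjusted p under 0.05. Without Control 1 the count of higher genes was 29, and without Treated 1 the count of lower genes was 12. At these cell numbers 46.2% of 171 simulated changes, with log2 fold changes between 1 and 2 in size, were recovered. The largest decrease was that of Ccl8, with a log2 fold change of -3.81 (SE 0.73, adjusted p = 0.00994). It was measured on 112 UMIs in Control 1, 12 in Control 2, 36 in Treated 1 and 7 in Treated 2, DESeq2 gave an adjusted p = 0.116, and without Control 1 the log2 fold change was -1.61 (adjusted p = 0.306). The largest increases were those of Hba-a2, S100a9, Hba-a1, Igkc and Hbb-bs, transcripts of the erythroid, neutrophil and B cell marker lists, and Hbb-bs had 10 and 12 UMIs in the controls and 12021 and 15701 in the treated samples. Without Treated 1 the adjusted p of Igkc was 0.119, and with at least 500 genes required per cell that of S100a9 was 0.909. The next largest decreases, of Rnase2a, Gm4951, Hist1h4i and Hist1h1e, rested on between 2 and 20 UMIs per sample, and without Control 1 the adjusted p of Rnase2a and Gm4951 were 0.405 and 0.284.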

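In the macrophage- and monocyte-like class, the share of cells with a UMI of at least 1 M1 gene (Il1b, Nos2, Tnf or Cd86) and at least 1 M2 gene (Arg1, Mrc1, Il10, Chil3 or Retnla) was 36.8% in Control 1 (14 of 38 cells, 95% exact interval 21.8% to 54.0%), 50.0% in Control 2 (11 of 22 cells, 28.2% to 71.8%), 26.8% in Treated 1 (73 of 272 cells, 21.7% to 32.5%) and 47.6% in Treated 2 (78 of 164 cells, 39.7% to 55.5%). If the M1 and M2 genes were found independently of each other in each sample, the shares would be 39.5%, 49.6%, 28.6% and 47.2%, and each observed share differed from this by less than its counting error. With at least 2 UMIs required of each kind, the mean share of the treated samples fell from 37.2% to 12.5%. The median depth of the class was 1597 UMIs in Control 1, 2663 in Control 2, 1045.5 in Treated 1 and 2014 in Treated 2, so no order between samples is read from these shares.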

Single-cell analysis revealed macrophage subsets co-expressing M1 markers (Il1b, Nos2) and M2 markers (Arg1, Mrc1, Il10), suggesting transitional polarization states rather than distinct M1 or M2 phenotypes (Supplementary Figure S2). 

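Neutrophil- and erythroid-like cells fell into 1 cluster, with 0.983% of the cells of Control 1 (95% exact interval 0.450% to 1.86%), 1.41% of Control 2 (0.612% to 2.77%), 2.24% of Treated 1 (1.61% to 3.03%) and 6.87% of Treated 2 (5.45% to 8.54%). The mean share was 1.20% ± 0.305 (SD, n = 2) in the controls and 4.56% ± 3.28 (SD, n = 2) after SP11 treatment (exact permutation p = 0.333; edgeR on the cell counts, adjusted p = 0.222), a difference of about the size of the spread between the treated samples. Without Treated 2 the difference was 1.04 percentage points, against 3.36 points with all samples. When the cells outside the main population were clustered again, a step chosen after seeing the data, neutrophil-like cells numbered 4 in Control 1, 2 in Control 2, 20 in Treated 1 and 59 in Treated 2, and erythroid-like cells 4, 5, 27 and 21. No cluster carried the markers of dendritic cells at the resolution of 0.5, and at a resolution of 1.5 a dendritic cell-like cluster held 1 cell of Control 1, 34 of Treated 1 and 23 of Treated 2.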

Treated samples also showed relatively higher representation of neutrophils and dendritic cells, which may reflect altered inflammatory and antigen-presentation–associated responses.

We evaluated resistance markers such as MYC and BCL2 and observed an overall decrease after SP11 treatment. However, some cells retained high expression levels, suggesting a survival-related transcriptional program and potential development of resistance. 

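Over all kept DLA cells, Bcl2 (ENSMUSG00000057329) was at 4.62 CPM in Control 1, 6.27 in Control 2, 8.54 in Treated 1 and 13.7 in Treated 2, a log2 fold change of 0.87 (SE 0.23, adjusted p = 0.0152 from edgeR). DESeq2 gave an adjusted p = 0.103 for the same gene. The difference was smaller without Treated 2 (log2 fold change 0.56) and without Control 1 (0.68). The main population held 42 of 45 Bcl2 UMIs in Control 1, 59 of 60 in Control 2, 87 of 111 in Treated 1 and 108 of 179 in Treated 2. Within it the log2 fold change was 0.53 (adjusted p = 0.290 from edgeR). Cells of other classes, a larger share of the treated samples, therefore make up part of the difference over all cells. Myc (ENSMUSG00000022346) was at 27.9 and 33.2 CPM in the controls and 26.1 and 29.9 CPM in the treated samples, a log2 fold change of -0.28 (SE 0.14, adjusted p = 0.231). After each cell was thinned to 500 UMIs, the log2 fold change of Myc was 0.51 (adjusted p = 0.573).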

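Each main population cell was thinned to 5000 UMIs, and cells with fewer were left out, which kept 796 of 834 cells in Control 1, 509 of 526 in Control 2, 1081 of 1158 in Treated 1 and 565 of 567 in Treated 2. A UMI of Myc was then found in 12.9% of the cells of Control 1, 13.8% of Control 2, 12.9% of Treated 1 and 14.9% of Treated 2 (exact permutation p = 1.0). Without thinning the shares were 25.5%, 40.5%, 22.5% and 44.6%. A UMI of Bcl2 was found in 3.02%, 2.95%, 3.24% and 3.89% of the thinned cells (exact permutation p = 0.333), a difference between the means of 2.98% and 3.57% that lies within the counting error of each sample. Without thinning these shares were 4.92%, 10.5%, 7.25% and 16.9%. In the macrophage- and monocyte-like class, unthinned, a UMI of Myc was found in 2 of 38 cells of Control 1 (5.26%), 2 of 22 of Control 2 (9.09%), 3 of 272 of Treated 1 (1.10%) and 8 of 164 of Treated 2 (4.88%), and a UMI of Bcl2 in 1, 0, 4 and 5 of these cells. At least 2 UMIs of Myc were found in 1.38%, 1.57%, 1.11% and 1.59% of the thinned main population cells of Control 1, Control 2, Treated 1 and Treated 2.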

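Among B cell-like cells, a UMI of Bcl2 was found in 9 of 176 cells of Treated 1 (5.11%, 95% exact interval 2.36% to 9.49%) and in 22 of 163 cells of Treated 2 (13.5%, 8.66% to 19.7%). Their median depth was 862.5 and 1649 UMIs. In the macrophage- and monocyte-like class of the same samples the shares were 1.47% and 3.05%. Summed over the B cell-like cells, Bcl2 was at 53.3 CPM in Treated 1 and 84.4 CPM in Treated 2, from 10 and 25 UMIs. The control samples held 1 B cell-like cell, too few for a comparison with the treated samples.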

Notably, B cells maintained BCL2 expression in treated samples, suggesting cell-specific regulation of anti-apoptotic pathways. Mechanistically, these results imply that SP11-mediated HSP90 inhibition could promote immune remodeling through interconnected pathways involving stress response, cytokine signaling, and adaptive feedback mechanisms.

### 2.10. Trajectory Analysis of Stem Cell Populations Reveals Residual Resistant States

Based on SingleR-derived annotations, stem cell subsets from control and SP11-treated DLA samples were analyzed using trajectory inference. 

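In the main population, Bcl2 was at 4.37 CPM in Control 1, 6.23 in Control 2, 7.52 in Treated 1 and 9.05 in Treated 2, a log2 fold change of 0.53 (SE 0.23, adjusted p = 0.290 from edgeR). After thinning, which moved it most, its log2 fold change was 0.16. Myc was at 28.0, 33.4, 26.5 and 31.2 CPM in the same order, a log2 fold change of -0.21 (SE 0.15, adjusted p = 0.600). Hsp90aa1 (ENSMUSG00000021270) was at 2023, 2366, 2298 and 2710 CPM, a log2 fold change of 0.074 (SE 0.15, adjusted p = 0.898). The log2 fold changes of Hsf1, Cd44, Klf4 and Notch1 were 0.14, 0.26, 0.15 and 0.53, and that of Bmi1 was -0.20, with adjusted p between 0.427 and 0.817. Aldh1a1 had 4 UMIs in Treated 1 and 0 in the other 3 samples and was not tested. Of these 9 genes, 8 were tested by edgeR and 0 were called, both over all genes tested and adjusted over the list alone, with 1 at an unadjusted p under 0.05 and 0 called by DESeq2. Without Treated 2 the sign of Hsf1 and Klf4 changed, to log2 fold changes of -0.15 and -0.14. With Control 1 left out, 4 of the 8 tested genes were above 0, against 6 with all samples. The simulation recovered 92.9% of 196 genes given a log2 fold change between 1 and 2 in size. It says nothing on changes as small as those of the stemness and survival genes.

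**Figure D2:**
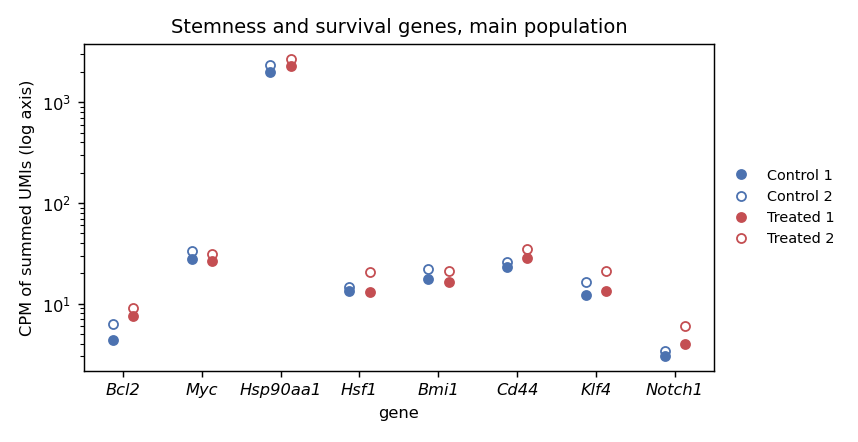
Level of the stemness and survival genes in the main population of each DLA sample, in CPM on a log axis, with controls and SP11-treated samples as separate points. Bcl2 lies at 4.37 and 6.23 CPM in the controls and at 7.52 and 9.05 CPM in the treated samples.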

SP11 treatment showed a significant reduction in key stemness and survival regulators, including BCL2, MYC, HSP90AA1, HSF1, ALDH1A1, BMI1, CD44, KLF4, and NOTCH1 (Figure 8), indicating disruption of stem cell maintenance programs. However, a distinct subset of treated cells maintained high expression of these markers, suggesting the persistence of residual stem-like populations capable of adaptive survival. 

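In the treated main population, at least 2 UMIs of Myc were found in 3.20% of the cells of Treated 1 and 14.1% of those of Treated 2 without thinning, against 5.28% in Control 1 and 12.9% in Control 2. At least 2 UMIs of Bcl2 were found in 3 of 1158 cells of Treated 1 (0.259%, 95% exact interval 0.0535% to 0.755%) and 10 of 567 cells of Treated 2 (1.76%, 0.849% to 3.22%), against 1 of 834 cells of Control 1 and 4 of 526 cells of Control 2. After thinning to equal depth, Hsp90aa1 had a UMI in 100% of the cells of Treated 1 and Treated 2, 100% of Control 1 and 99.8% of Control 2.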

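Main population cells of each sample were divided by whether they had a UMI of Myc, whether they had a UMI of Bcl2, and whether their Hsp90aa1 CPM lay above the median of the sample, since the text of the paper does not give the limits. The legend of Fig. 10 names clusters high for Myc and Hsp90aa1 and for Bcl2 and Hsp90aa1, while the Myc-high and Bcl2-high cells here were taken whatever their Hsp90aa1. Of the treated cells, 261 of Treated 1 and 253 of Treated 2 were Myc-high, and 84 and 96 were Bcl2-high. The median depth of Bcl2-high cells was 10812 UMIs in Treated 1 and 22588 in Treated 2, against 8897.5 and 19450 in the other cells. With at least 2 UMIs required, the mean share of the treated samples was 8.65% for Myc-high cells and 1.01% for Bcl2-high cells.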

To better characterize these populations, treated cells were stratified based on Myc, Bcl2, and Hsp90aa1 expression signatures (Figure 9). Each subgroup exhibited unique transcriptional profiles, highlighting heterogeneity in adaptive responses. 

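Myc-high cells of the treated samples differed from the other main population cells in 2 of 10785 genes tested, Myc itself and Hist1h2ap (edgeR on sums per sample and subgroup, with the sample as a block). Bcl2-high cells differed in 21 of 10819 genes, 12 higher and 9 lower, among them Bcl2, Mki67 and Top2a. Among these calls are transcripts of other cells, with the hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt and the neutrophil markers Retnlg, S100a8 and S100a9 below 0 in log2 fold change and Igkc and Trbc2 above 0. Cells high for all 3 genes differed in 8 of 10735 genes, with the defining genes Myc and Bcl2 higher and Hba-a1, Hbb-bs, Hbb-bt, S100a8, S100a9 and Timp2 lower. These genes are named after their values were seen. The same division of the control samples called 17, 36 and 9 genes. The difference between treated and control samples in these contrasts was itself tested, and edgeR called 0 genes for Myc-high cells (512 at an unadjusted p under 0.05), 5 for Bcl2-high cells (Ccl5, Cd74, H2-Aa, Hist1h1b and Hist1h1e) and 0 for the triple-high cells (387 at an unadjusted p under 0.05). Simulated changes of at least 2-fold were recovered in 92.4%, 79.6% and 51.5% of the changed genes for the 3 subgroups. Smaller changes were not simulated.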

Myc-high cells mainly activated proliferative and metabolic pathways, including WNT, NOTCH, TGF-β, and MAPK signaling (Figure 10A–D). These cells also showed increased expression of genes involved in DNA damage tolerance (Rbmx, Ercc6l2) and metabolic adaptation (Slc27a1, Mtfr1), indicating a possible increase in proliferative and metabolic capacity. In contrast, Bcl2-high cells were enriched in pathways associated with resistance to apoptosis and immune modulation, including intrinsic apoptotic regulation, NRF2-mediated oxidative stress responses, inflammasome activation, and STING-dependent signaling (Figure 10 A,B,E,F). This phenotype was supported by sustained Bcl2 expression, along with genome stability genes (Prkdc, Dclre1a) and immune-related genes (Mcemp1, Stx11), suggesting improved survival under cytotoxic stress. 

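Rbmx was at 12.5 CPM in Myc-high cells and 10.5 CPM in the other cells of Treated 1, and at 12.4 and 7.49 CPM in Treated 2, a log2 fold change of 0.48 (SE 0.19, adjusted p = 0.856 from edgeR). It was higher in both treated samples, and after thinning its log2 fold change was -0.0096. The log2 fold changes of Ercc6l2, Slc27a1 and Mtfr1 were -0.22, 0.083 and 0.068, and each was higher in 1 of the 2 treated samples. With 1 treated sample left out, the values are plain log2 ratios of CPM with 1 added, not edgeR estimates. Ercc6l2 was then at 0.063 without Treated 1, and Slc27a1 and Mtfr1 at -0.28 and -0.16 without Treated 2. Of the 4 genes, edgeR called 0, with 1 at an unadjusted p under 0.05. With cells high for Myc and Hsp90aa1 but not Bcl2 in place of all Myc-high cells, the log2 fold changes of Rbmx, Ercc6l2, Slc27a1 and Mtfr1 were 0.57, -0.26, 0.44 and 0.28, and edgeR called none of them.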

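Dclre1a had 6 UMIs in Bcl2-high cells and 25 in the other cells of Treated 1, and 16 and 29 in Treated 2, a log2 fold change of 1.23 (SE 0.42, adjusted p = 0.292 from edgeR). In the control samples the log2 fold change of Dclre1a between the same subgroups was -0.20 (adjusted p = 0.964). The log2 fold changes of Prkdc and Mcemp1 in the treated samples were 0.58 (SE 0.33, adjusted p = 0.679) and 0.65 (SE 0.50, adjusted p = 0.819). Without Treated 2, Prkdc had a plain log2 CPM ratio of -0.14, and after thinning an edgeR log2 fold change of -0.77. With a treated sample left out, the plain log2 CPM ratio of Mcemp1 lay between 0.13 and 0.80. Stx11 had 0 UMIs in Bcl2-high cells of Treated 1 and 8 in those of Treated 2 and was not tested. Of the 3 genes tested by edgeR, 0 were called, with 1 at an unadjusted p under 0.05. With cells high for Bcl2 and Hsp90aa1 but not Myc, the log2 fold changes of Dclre1a, Prkdc and Mcemp1 were 1.99 (adjusted p = 0.157), 0.51 and 0.20.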

The Bcl2/Myc/Hsp90aa1-high population could be a particularly aggressive and therapy-resistant state, integrating proliferative, survival, and immune evasion mechanisms.

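Cells high for Bcl2, Myc and Hsp90aa1 made up 15 of 1158 main population cells of Treated 1 (1.30%, 95% exact interval 0.727% to 2.13%) and 16 of 567 of Treated 2 (2.82%, 1.62% to 4.54%). In the controls they made up 5 of 834 cells of Control 1 (0.600%, 0.195% to 1.39%) and 14 of 526 of Control 2 (2.66%, 1.46% to 4.43%), and the difference between the groups was smaller than the spread between replicates (exact permutation p = 0.667). Cells high for both Myc and Bcl2 made up 2.07% of Treated 1 and 5.47% of Treated 2, against 1.63% and 7.55% if the genes were found independently of each other. With Hsp90aa1-high defined as at least 1 UMI, the mean triple-high share of the treated samples was 3.77%, and with at least 2 UMIs of Myc and of Bcl2 required it was 0.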

This group showed activation of PI3K/AKT signaling, immune co-inhibitory pathways, and calcium signaling, as well as increased expression of genes involved in cytoskeletal remodeling (Fgd4, Prickle4), which might support invasion and cellular plasticity. Furthermore, this population exhibited elevated levels of stress-tolerance regulators (Bnipl, Hsf2bp), immune-regulatory molecules (Cd86, Itpkc), and the stemness-related transcription factor Six2, which may reflect adaptive, self-renewal, and stress-responsive transcriptional features (Figure 9A,B).

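Fgd4 had 1 UMI in the triple-high cells of Treated 1 and 1 in those of Treated 2, against 8 and 3 UMIs in the other main population cells. Prickle4 had 0 and 1 UMIs in the triple-high cells and 2 and 2 in the others. Neither had enough counts for the edgeR test.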

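Hsf2bp had 1 UMI in the triple-high cells of Treated 1 and 3 in those of Treated 2, against 12 and 4 in the other cells, a log2 fold change of 3.21 (SE 1.64, adjusted p = 0.812 from edgeR). Its plain log2 CPM ratio, which is not an edgeR estimate, was 2.69 without Treated 1 and 1.45 without Treated 2. Bnipl had 0 and 1 UMIs in the triple-high cells, Cd86 0 and 1, Itpkc 0 and 4, and Six2 1 and 0, and these genes had too few counts for the test.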

## 3. Discussion

Our study suggests that the novel HSP90 inhibitor SP11 may exert anti-leukemic effects through both inhibition of tumor-intrinsic oncogenic signaling and modulation of the tumor microenvironment in T-ALL and lymphoma models, respectively. Using single-cell transcriptomic profiling, we observed that SP11 reduces key oncogenic drivers, including MYC, BCL2, and regulators of stemness, and enhances immune activity and cytokine levels within the tumor environment. These findings suggest that SP11 acts not only as a cell-killing agent but also as a modulator of tumor–immune interactions.

HSP90 plays a vital role in maintaining proteostasis by stabilizing many oncogenic client proteins that support cancer growth and resistance to therapy [8]. Despite strong preclinical evidence, many HSP90 inhibitors, such as AUY922, BIIB021, and geldanamycin derivatives, have shown limited success in clinical trials due to toxicity and the development of resistance [31,32]. In this context, SP11 exhibits potent anti-leukemic activity at very low concentrations and is effective in both cell culture and animal models [10], supporting its potential as a next-generation HSP90 inhibitor.

A key finding is the consistent reduction in MYC and BCL2 following SP11 treatment. These proteins are central to oncogenic signaling and are associated with aggressive disease and resistance in lymphoid cancers [11,12,13]. Their coordinated suppression indicates that SP11 effectively interrupts essential survival pathways in T-ALL. However, single-cell analysis reveals significant heterogeneity in how cells respond within tumors. Despite overall suppression of oncogenic programs, some cells maintain or reactivate MYC and BCL2, indicating early adaptive resistance.

This resistant group aligns with the concept of drug-tolerant/adaptive cells, which develop under therapy through changes in gene expression. Trajectory analysis further supported these observations, showing that SP11-treated cells may shift from proliferative and stem-like states toward stress-response pathways. These findings highlight the potential role of cellular plasticity in influencing therapy response and the importance of single-cell analysis in identifying resistant cell states.

The results are reinforced by the development of an SP11-resistant MOLT4 model, which displays increased levels of MYC, BCL2, and related survival pathways at both the gene and protein levels. This concordance across data types indicates that resistance to SP11 results from coordinated adaptive responses. Mechanistically, these findings are consistent with previous studies showing that inhibiting HSP90 can activate compensatory pathways such as HSF1, NF-κB, and PI3K/AKT, which help cells survive under stress [14,33,34,35].

Beyond effects within tumor cells, SP11 could cause significant changes in the tumor immune microenvironment in the DLA model. Treated tumors showed increased infiltration of immune cells like monocytes, macrophages, dendritic cells, NK cells, and B cells, along with enhanced cell–cell communication networks. These results could suggest that SP11 fosters a more active immune environment. Notably, increased antigen-presenting cells and immune signaling pathways align with earlier studies indicating that HSP90 inhibition may boost anti-tumor immunity by elevating interferon responses and improving antigen presentation [36,37].

At the same time, the immune landscape appeared dynamic and heterogeneous. Macrophages expressing both M1 and M2 markers suggest transitional states, reflecting immune shifts under therapy. Additionally, the persistence of BCL2-high immune cells and a reduction in γδ T cells could indicate selective changes within immune compartments that may influence tumor suppression and immune evasion.

Importantly, identifying MYC/BCL2-high subpopulations provided a strong rationale for combination therapies. Validation studies show that combining BCL2 inhibitors like Venetoclax or Disarib with SP11 significantly increases sensitivity, offering a promising strategy to overcome resistance. Since BCL2 inhibitors are already approved for clinical use, these findings have immediate translational relevance.

In summary, this work provides a detailed single-cell view of how T-ALL responds to and develops resistance against HSP90 inhibitors. By linking tumor-intrinsic signaling, adaptive resistance, and immune modulation, our findings offer key insights to guide the development of new therapies to improve outcomes in aggressive blood cancers. There are several limitations to this study: the cell line studies do not fully reflect the complexity of human T-ALL, and the DLA lymphoma model does not completely recapitulate human T-ALL biology, although it serves as a useful immunocompetent hematological tumor model for investigating SP11-associated transcriptional and tumor microenvironmental responses in vivo. Further studies using PDX or genetically engineered mouse models would strengthen the translational value. More comprehensive cytokine profiling and immune functional assays would further strengthen the characterization of immune remodeling. Combination therapy and validation in treatment-resistant patient samples are required for validating the significance of this study.

## 4. Methodology

### 4.1. Single-Cell RNA Sequencing

- In vitro model (MOLT4): MOLT4 cell (ATCC, USA) were cultured in RPMI-1640 supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin (Gibco, South American) at 37 °C in a 5% CO_2_ incubator. Cells were treated with SP11 at 0.8 µM (IC50) for 48 h. After treatment, cells were harvested for single-cell RNA sequencing (scRNA-seq). The experiment was performed in replicates.
- In vivo model (DLA): The study received approval from the Committee for the Control and Supervision of Experiments on Animals (CPCSEA, Government of India, Animal Welfare Division, Reg. No. 1994/GO/ReBi/S/17/CPCSEA). All procedures were conducted in accordance with institutional and national CPCSEA guidelines. To induce a tumor, DLA cells (1 × 10^6^ cells per animal) were injected intraperitoneally in Swiss albino mice. Once tumors were established, mice were treated with SP11 at a dose of 30 mg/kg body weight, administered orally for 17 days. After treatment, mice were sacrificed, and tumors were collected for scRNA-seq analysis. Two independent sets of control and SP11-treated samples were used for the experiment.
- Library preparation and sequencing: Single-cell suspensions with high viability (>85%) were prepared, filtered, and loaded onto the 10× Genomics Chromium platform (10× Genomics, Pleasanton, CA, USA) for GEM generation. Cells were partitioned into nanoliter-scale Gel Bead-in-Emulsions (GEMs) using the Chromium Controller, ensuring each droplet ideally contained a single cell and a barcoded gel bead. During cell lysis within GEMs, mRNA transcripts were captured by bead-bound oligonucleotides containing cell-specific barcodes and unique molecular identifiers (UMIs), followed by reverse transcription to produce barcoded cDNA. The emulsion was then broken, and cDNA was purified using magnetic beads and amplified by PCR. Sequencing libraries were prepared by fragmentation, end repair, A-tailing, adaptor ligation, and index PCR, and quality was assessed using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Final libraries were sequenced on an Illumina platform (Illumina Inc., San Diego, CA, USA) with paired-end reads to capture cell barcodes, UMIs, and transcript sequences.
- Downstream analysis: After sequencing, raw data were processed using the Cell Ranger pipeline (10× Genomics) for demultiplexing, alignment to the reference genome (hg38), and generation of gene-barcode matrices. The Seurat package (v5.3.0) was used for downstream analysis. Data normalization and scaling were performed using the standard Seurat workflow, following the guidelines provided by the Satija Lab https://satijalab.org/seurat/ (accessed on 3 April 2025). Differential expression was assessed using the Wilcoxon rank-sum test with adjusted *p* < 0.05 and logFC > 0.25 or 0.5.

### 4.2. Cell Type Identification

Cell type annotation was performed using the SingleR package (v2.10.0), which compares single-cell transcriptomes to reference datasets from the celldex package (v1.18.0) and assigns cell types based on expression similarity. Cell cycle phases were assigned using Seurat’s CellCycleScoring() function, based on predefined S-phase and G2M-phase marker genes.

### 4.3. Trajectory Analysis

To investigate cellular differentiation pathways, trajectory analysis was performed using Monocle 3 (v1.4.25). The Seurat-scaled and normalized data were converted into a CellDataSet object compatible with Monocle 3. Dimensionality reduction was achieved using Uniform Manifold Approximation and Projection (UMAP). Pseudotime analysis was conducted to order cells along inferred trajectories, providing insights into dynamic biological processes.

### 4.4. Development of SP11-Resistant MOLT4

SP11-resistant MOLT4 cells were generated by continuous exposure to increasing concentrations of SP11 (starting from the parental IC_50_ of 0.8 μM) and stepwise dose increases as cells adapted. Cultures were maintained in drug-containing medium for several weeks until stable growth was achieved at high concentrations. Resistance was confirmed by MTT assay, which showed a significant increase in IC_50_ (9.6 μM) compared to parental cells, and by Western blot analysis, which revealed elevated HSP90 expression in resistant cells relative to controls. Western blot band intensities were quantified using ImageJ software v1.53e (National Institutes of Health, Bethesda, MD, USA) and normalized to ACTB as a loading control. Bulk RNA-seq libraries were prepared from resistant and parental cells, and differential expression was analyzed using DESeq2 (v1.48.1).

### 4.5. Lactate Dehydrogenase Assay

For the LDH cytotoxicity assay, cells were seeded in 96-well plates at a density of 1 × 10^4^ cells per well and treated with varying drug concentrations in culture medium for 48 h. After incubation, the plates were centrifuged, and the supernatants were transferred to fresh 96-well plates. The LDH assay reagents (MP Biomeicals, Irvine, CA, USA) was then added, and the mixture was incubated for 15 min at 37 °C to allow the enzymatic reaction to proceed. Absorbance was measured at 490 nm using a microplate reader. Drug-induced inhibition percentages were calculated relative to untreated control wells, and IC_50_ values were determined from dose–response curves using GraphPad Prism 8 (GraphPad Software, San Diego, CA, USA).

### 4.6. Western Blot Analysis

Total protein was extracted from drug-treated cell pellets using RIPA buffer. Proteins were separated by SDS-PAGE on 12% polyacrylamide gels (acrylamide:bis-acrylamide, 29:1) based on their molecular weight. The resolved proteins were transferred onto PVDF membranes (Bio-Rad Laboratories, Hercules, CA, USA) using a wet transfer system at 100 V for 2 h (Bio-Rad Laboratories, Hercules, CA, USA). Following transfer, membranes were blocked with 5% skim milk in PBST (1× PBS containing 0.1% Tween-20) for 1 h at room temperature. Membranes were then incubated with specific primary antibodies overnight at 4 °C. After washing three times with PBST (15 min each), membranes were incubated with the appropriate secondary antibodies (1:1000 dilution) for 1 h at room temperature. After additional washing steps, protein bands were visualized using the Bio-Rad ECL (Bio-Rad Laboratories, Hercules, CA, USA) chemiluminescence detection system and imaged with a gel documentation system.

### 4.7. Flow Cytometric Analysis of CD44 Expression

MOLT4 cells were seeded in 6-well plates and treated with SP11 (0.8 µM) for 48 h. Following treatment, cells were collected by centrifugation and washed twice with cold PBS. Approximately 1 × 10^6^ cells were resuspended in PBS containing 1% BSA and incubated with CD44 Monoclonal Antibody (IM7, BioLegend, San Diego, CA, USA), FITC for 30 min at 4 °C in the dark. After incubation, cells were washed twice with PBS and resuspended in 300–500 µL PBS for acquisition. Flow cytometric analysis was performed using a Beckman Coulter Gallios Flow Cytometer (Beckman Coulter, Brea, CA, USA), and FITC fluorescence was detected in the FL1 channel. A minimum of 10,000 events were acquired per sample. Data were analyzed using Kaluza (v2.3, Beckman Coulter, Brea, CA, USA), and CD44 expression was quantified relative to vehicle-treated control cells. All experiments were performed in triplicate.

### 4.8. Measurement of IL-6 Secretion by ELISA

IL-6 levels were measured using the Human IL-6 (Interleukin 6) ELISA Kit (E-EL-H6156, Elabscience Biotechnology Inc., Houston, TX, USA) according to the manufacturer’s instructions. Briefly, MOLT4 cells were treated with SP11 (0.8 µM) for 48 h, and culture supernatants were collected for analysis. Subsequently, 100 µL of standards or samples were added to ELISA plate wells and incubated for 90 min at 37 °C. After removal of the liquid, 100 µL of biotinylated detection antibody working solution (1:99 dilution) was added and incubated for 60 min at 37 °C. The plate was washed three times, then 100 µL of HRP conjugate working solution (1:99 dilution) was added and incubated for 30 min at 37 °C. After washing five times, 90 µL of TMB substrate was added, and the mixture was incubated for 15 min at 37 °C. The reaction was stopped with 50 µL stop solution, and absorbance was measured immediately at 450 nm.

### 4.9. Mitochondrial ROS Measurement Using MitoSOX™ Green

Mitochondrial superoxide generation was assessed using the MitoSOX™ Green Mitochondrial Superoxide (Invitrogen™, Thermo Fisher Scientific, Waltham, MA, USA) Indicator according to the manufacturer’s protocol. Briefly, cells were seeded in 96-well plates and treated with venetoclax (2μM) and SP11 (9.6μM) for 4 h. Hydrogen peroxide (H_2_O_2_; 500 µM for 30 min) was used as a positive control for ROS induction, whereas N-acetyl-L-cysteine (NAC; 10 mM for 1 h) served as a negative control. Following treatment, cells were incubated with 1 µM MitoSOX™ Green working solution for 30 min at 37 °C in the dark, washed with PBS, and fluorescence intensity was measured using a microplate reader at excitation/emission wavelengths of 488/510 nm. Fluorescence values were normalized to vehicle-treated control wells.

### 4.10. Statistical Analyses

Statistical analyses were conducted using RStudio (version 4.4.2) and GraphPad Prism 8.4.2. Comparisons between treatment groups and their respective controls were performed using Student’s *t*-test or one-way analysis of variance (ANOVA), followed by Tukey’s multiple-comparison post hoc test when applicable. Results are presented as mean ± standard deviation (SD). A *p*-value ≤ 0.05 was considered statistically significant and represented as * (*p* ≤ 0.05), ** (*p* ≤ 0.01), *** (*p* ≤ 0.001), and **** (*p* ≤ 0.0001), while ns indicates non-significant differences.

## 5. Conclusions

HSP90 inhibition by SP11 was associated with suppression of oncogenic signaling and stemness-related pathways, as well as remodeling of the tumor immune microenvironment. SP11 treatment was associated with altered immune cell representation, immune-related transcriptional signatures, immune activation, and enhanced immune cell infiltration, suggesting effects on both tumor cells and the surrounding immune milieu. Nevertheless, the persistence of MYC/BCL2-high tumor cells and BCL2-high, M2-like macrophage populations indicates the potential emergence of adaptive resistance mechanisms. Collectively, these findings underscore the complex and context-dependent role of HSP90 as a therapeutic target and highlight the importance of rational combination strategies. In particular, simultaneous targeting of survival pathways such as BCL2, together with modulation of the immune microenvironment, may be important for overcoming resistant cellular populations and improving the durability of anti-tumor responses.

## Figures and Tables

**Figure 1:**
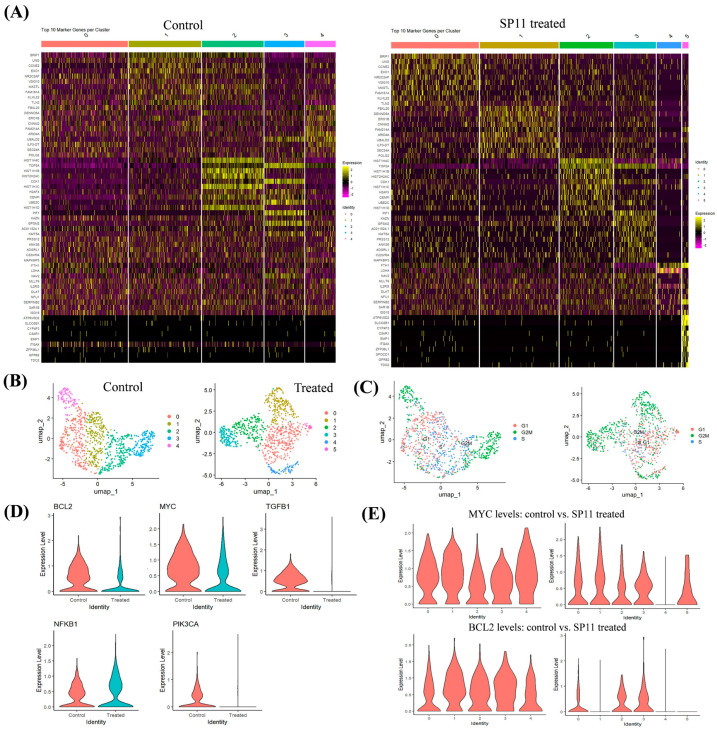
SP11 treatment alters gene expression, cellular clustering, and cell cycle dynamics in MOLT4 cells (**A**) Heatmap showing the top 10 marker genes for each cluster in control (**left**) and SP11-treated (**right**). SP11 treatment significantly altered the transcriptional profile of MOLT4 cells. (**B**) UMAP plots illustrating the distribution of transcriptionally distinct clusters in control (**left**) and treated (**right**). (**C**) Cell cycle phase distribution in control and treated cells. (**D**) Violin plot comparing the expression levels of key regulators (*BCL2*, *MYC*, *TGFB1*, *NFKB1*, *PIK3CA*) between control and treated groups. (**E**) Cluster-wise expression levels of *MYC* and *BCL2* in control versus SP11-treated cells.

**Figure 2:**
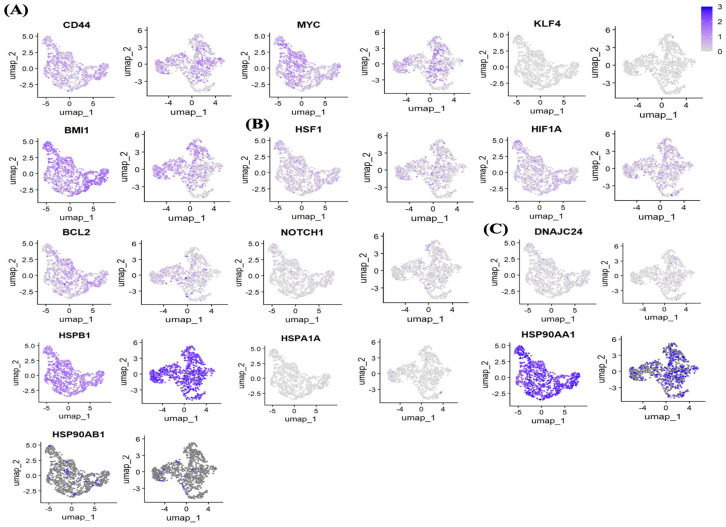
Single-cell RNA-seq cluster analysis of control versus SP11-treated MOLT-4 cells. The UMAP cluster map compares gene expression across treatment conditions. (**A**) Stemness markers—*CD44*, *MYC*, *KLF4*, *BMI1* (**B**) *HSP90* client genes—*HSF1*, *HIF1A*, *BCL2* and *NOTCH1*. (**C**) Other HSPs—*DNAJC24*, *HSPB1*, *HSPA1A*, *HSP90AA1*, *HSP90AB1*.

**Figure 3:**
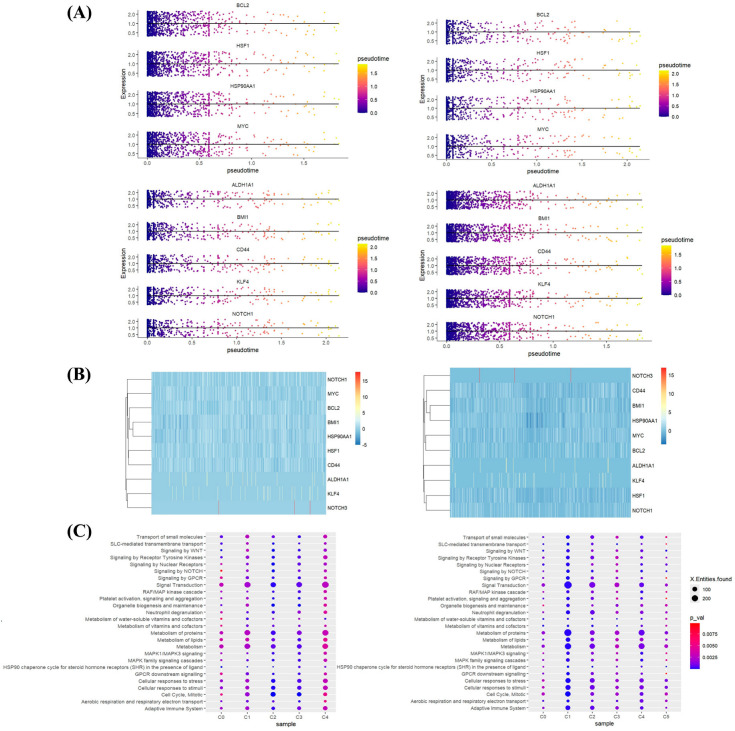
(**A**) Pseudotime trajectory plots showing the expression dynamics of key oncogenic and stemness-related genes (*BCL2*, *HSF1*, *HSP90AA1*, *MYC*, *ALDH1A1*, *BMI1*, *CD44*, *KLF4*, *NOTCH1*, *NOTCH3*) in control (**left**) and SP11-treated (**right**) MOLT4 cells. In controls, these genes show progressive upregulation along pseudotime, while SP11-treated cells display suppressed or delayed expression trajectories, indicating impaired self-renewal and survival. (**B**) Trajectory heatmaps showing the dynamic expression of key oncogenic and stemness-associated genes along pseudotime in control (**left**) and SP11-treated cells (**right**). Each row represents a gene, and color intensity reflects expression levels across the pseudotime trajectory from left (early state) to right (late state). Compared with control cells, SP11-treated cells exhibited lower expression of *MYC*, *BCL2*, *BMI1*, and *NOTCH1* across the trajectory, suggesting modest changes in stemness- and proliferation-associated transcriptional patterns during developmental progression. (**C**) Dot plots representing pathway enrichment analysis across clusters (C0–C4) in control (**left**) and SP11-treated (**right**) samples. Pathways related to metabolism, *GPCR* signaling, receptor tyrosine kinases, Signal transduction, cell cycle, and immune responses are highly enriched in control clusters. In contrast, SP11-treated cells exhibited relatively lower enrichment of several oncogenic signatures. The size of each dot corresponds to the number of entities identified within the respective pathway.

**Figure 4:**
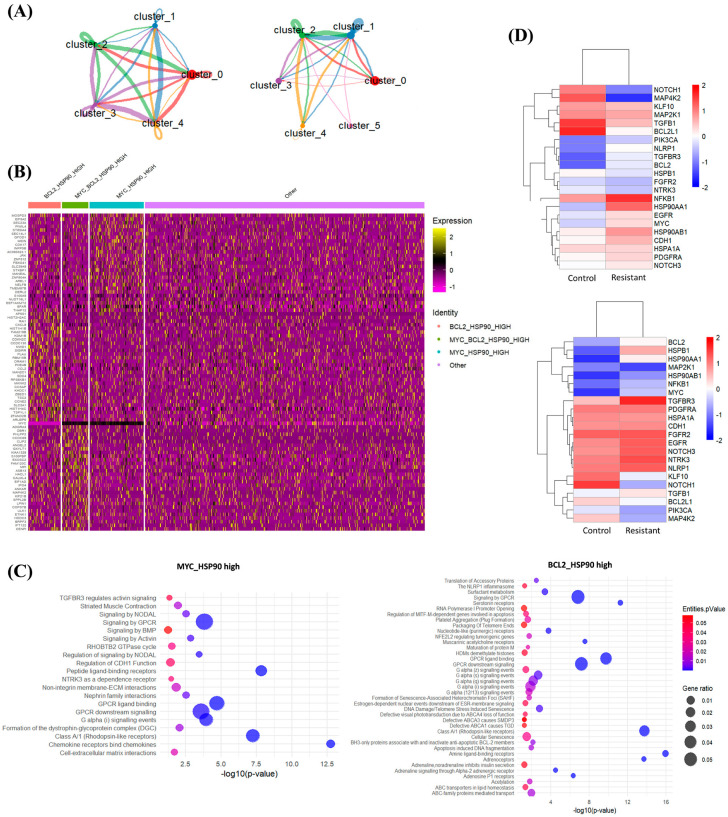
Single-cell analysis of SP11-treated MOLT4 cells highlights distinct survival pathways in *BCL2_HSP90* high and *MYC_HSP90* high subsets. (**A**) Cell–cell communication networks inferred from control (**left**) SP11-treated (**right**) clusters using CellChat. Circle nodes represent individual clusters, and the width of edges denotes the strength of interaction between clusters. (**B**) Heatmap of marker gene expression across cell fractions enriched for *BCL2* high/*HSP90* high, *BCL2* high/*MYC* high/*HSP90* high, and *MYC* high/*HSP90* high subsets compared to other populations. (**C**) Pathway enrichment analysis for *MYC* high/*HSP90* high (**left**) and *BCL2* high/*HSP90* high (**right**) cells. Bubble plots display significantly enriched pathways, with dot size representing the gene ratio, defined as the proportion of genes from the input gene set that are associated with a given pathway. Larger dots indicate higher gene ratios. and color indicating the adjusted *p*-value. MYC high cells showed dependency on growth factor and adhesion pathways (e.g., *TGFBR3*, *BMP*, *CDH1*, *NTRK3*), while *BCL2* high cells were enriched in apoptotic regulation, telomerase maintenance, and genome stability pathways. (**D**) Heatmap showing genes upregulated in SP11-resistant MOLT4 cells, associated with the aforementioned pathways, and highlighting key molecular signatures of resistance.

**Figure 5:**
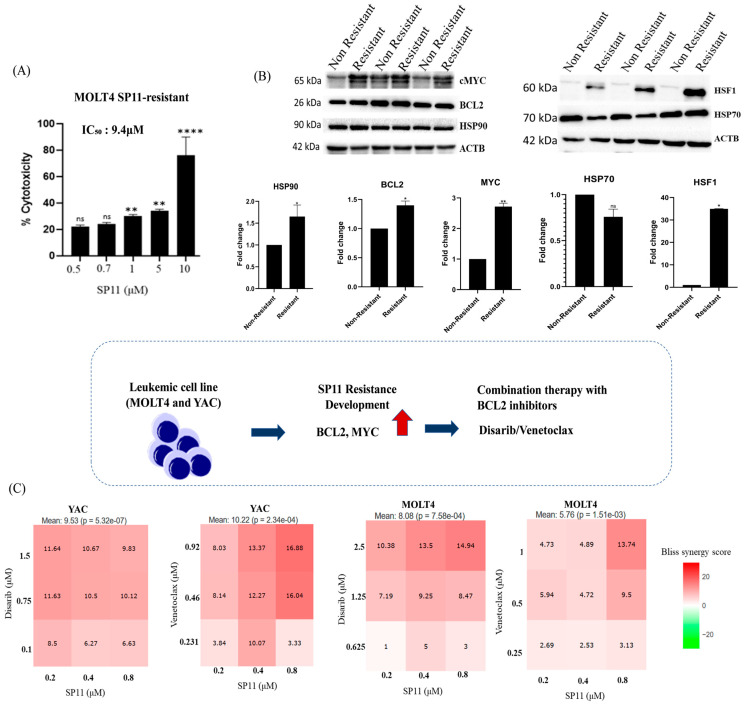
(**A**) Cytotoxicity analysis shows that SP11-resistant MOLT4 cells exhibit an IC_50_ of 9.4 µM (non-resistant IC_50_ is 0.8 µM), indicating markedly increased drug resistance. The x-axis represents SP11 concentration (µM), and the y-axis represents percentage cytotoxicity. Non- resistant represents the parental cell line. (**B**) Western blot analysis of *HSP90*, *MYC*, *BCL2*, *HSP70*, and HSF1 protein expression in SP11-resistant MOLT4 cells. The accompanying bar graph shows densitometric quantification of the blot, with expression levels normalized to *ACTB* and then to the basal expression level of parental non-resistant cells. Statistical significance was determined using an unpaired two-tailed Student’s *t*-test. *p* values: <0.05 = *, <0.01 = **, ≤0.0001 = ****, ns = non-significant. (**C**) BLISS synergy scores for *YAC* and *MOLT4* cells treated with a combination of SP11, Disarib, and Venetoclax at the indicated concentrations. The bliss synergy score is calculated using the SynergyFinder (v3) software.

**Figure 6:**
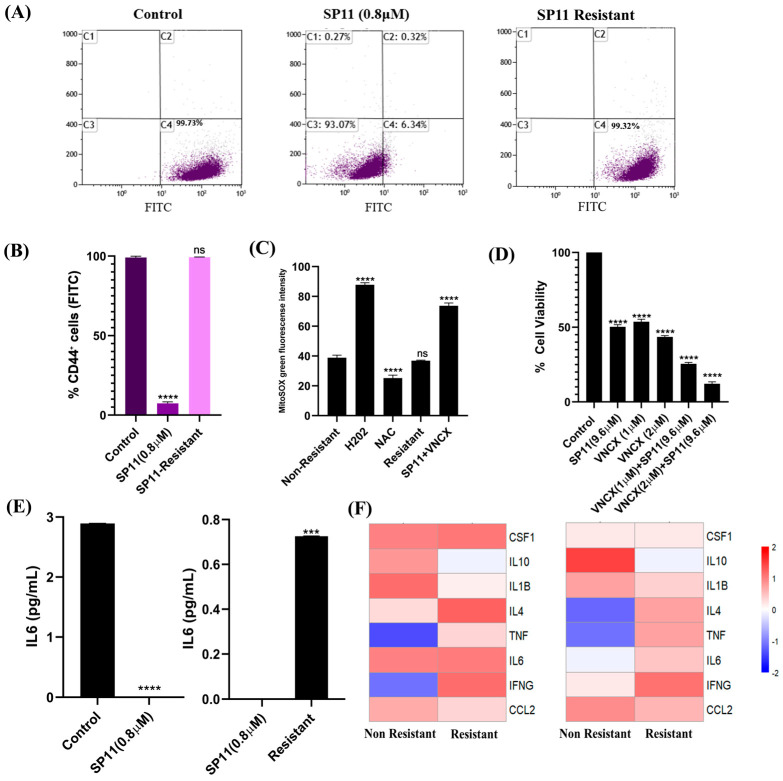
(**A**) Representative flow cytometry dot plots illustrating CD44 (FITC) surface expression in Control, SP11-treated (0.8 µM, 48 h), and SP11-resistant cells. Quadrant gating reveals shifts in cellular distribution across the experimental groups. (**B**) Quantitative analysis of the percentage of CD44-positive cells obtained from flow cytometry data. SP11 treatment markedly reduces the CD44-positive subpopulation, whereas SP11-resistant cells display elevated CD44 expression, reaching levels comparable to those observed in the control group. (**C**) Assessment of mitochondrial superoxide production using MitoSOX fluorescence intensity. Basal ROS levels in non-resistant cells were compared with a positive control (H_2_O_2_) and an antioxidant-treated negative control (NAC). SP11-resistant cells exhibited comparatively low basal ROS levels, which were markedly increased following 4 h co-treatment with Venetoclax (VNCX:2 µM) and SP11 (9.6 µM). (**D**) Cell viability analysis evaluating the cytotoxic effects of single-agent and combination treatments in SP11 resistant cells. Resistant cells were treated with SP11 (9.6 µM), VNCX (1 µM or 2 µM), or their combination. Combined SP11 and VNCX treatment produced enhanced cytotoxicity, resulting in significantly lower cell viability relative to individual treatments. (**E**) ELISA-based quantification of Interleukin-6 (IL6) secretion (pg/mL). The left panel shows a substantial reduction in IL6 secretion following acute SP11 treatment (0.8 µM) for 48 h in sensitive cells, whereas the right panel demonstrates significant re-elevation of IL6 secretion in SP11-resistant cells compared with the acute treatment condition. (**F**) Heatmaps showing differential expression profiles of inflammatory and immune-regulatory cytokines, including CSF1, IL10, IL1B, IL4, TNF, IL6, IFNG, and CCL2, between non-resistant and resistant cell populations across biological replicates. *p* values: <0.001 = ***, ≤0.0001 = ****, ns = non-significant.

**Figure 7:**
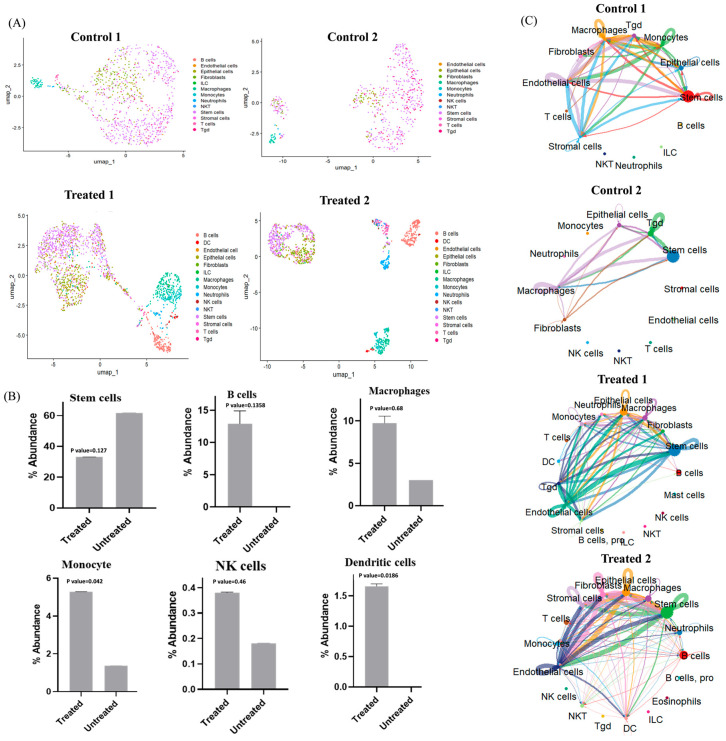
Single-cell landscape and cell–cell interaction analysis of control and SP11-treated DLA samples. (**A**) UMAP showing cellular heterogeneity in Control 1, Control 2, Treated 1, and Treated 2 samples. Each point represents an individual cell colored by annotated cell type, including B cells, T cells, NK/NKT cells, macrophages, monocytes, neutrophils, dendritic cells, fibroblasts, endothelial cells, epithelial cells, stromal cells, and stem cells. Clustering patterns illustrate treatment-associated shifts in cellular composition within the tumor microenvironment. (**B**) Quantitative comparison of selected immune and stem cell populations between treated and untreated conditions (*n* = 2 per condition), expressed as percentage abundance with corresponding statistical significance (Wilcoxon rank-sum test). Changes highlight alterations in stem cells (*p* value: 0.127), B cells (*p* value: 0.1358), macrophages (*p* value: 0.68), monocytes (*p* value: 0.042), NK cells (*p* value: 0.46), and dendritic cells (*p* value: 0.0186) following SP11 treatment. (**C**) Cell–cell communication networks inferred for Control 1, Control 2, Treated 1, and Treated 2 samples. Nodes represent distinct cell types, and edges indicate predicted ligand–receptor interactions, with edge thickness corresponding to interaction strength colors indicate the source cell type from which the interaction originates Network remodeling across conditions demonstrates treatment-induced changes in intercellular communication, particularly involving stem cells and immune populations.

**Figure 8:**
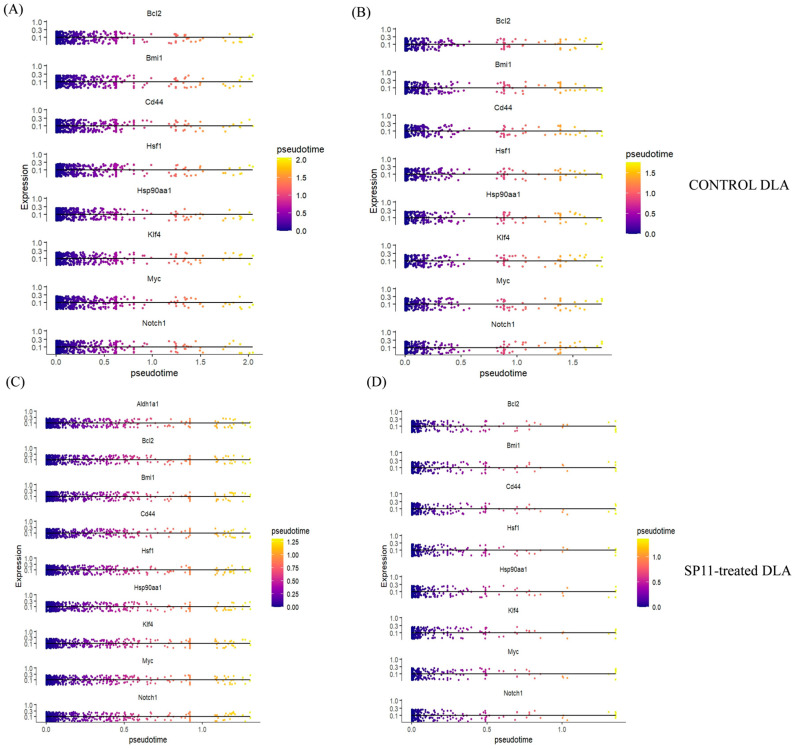
Trajectory-based pseudotime analysis of stemness and oncogenic gene expression in control and SP11-treated DLA cells. (**A**,**B**) Pseudotime expression patterns of *Bcl2*, *Bmi1*, *Cd44*, *Hsf1*, *Hsp90aa1*, *Klf4*, *Myc*, and Notch1 in the stem cell population of control DLA samples ((**A**): Control 1; (**B**): Control 2). (**C**,**D**) Dynamic expression profiles of the same genes within the stem cell population of SP11-treated DLA samples along the inferred pseudotime trajectory ((**C**): Treated 1; (**D**): Treated 2). Each dot represents an individual cell and is color-coded by pseudotime progression (purple-to-yellow gradient). The x-axis corresponds to pseudotime progression, whereas the y-axis represents normalized gene expression levels.

**Figure 9:**
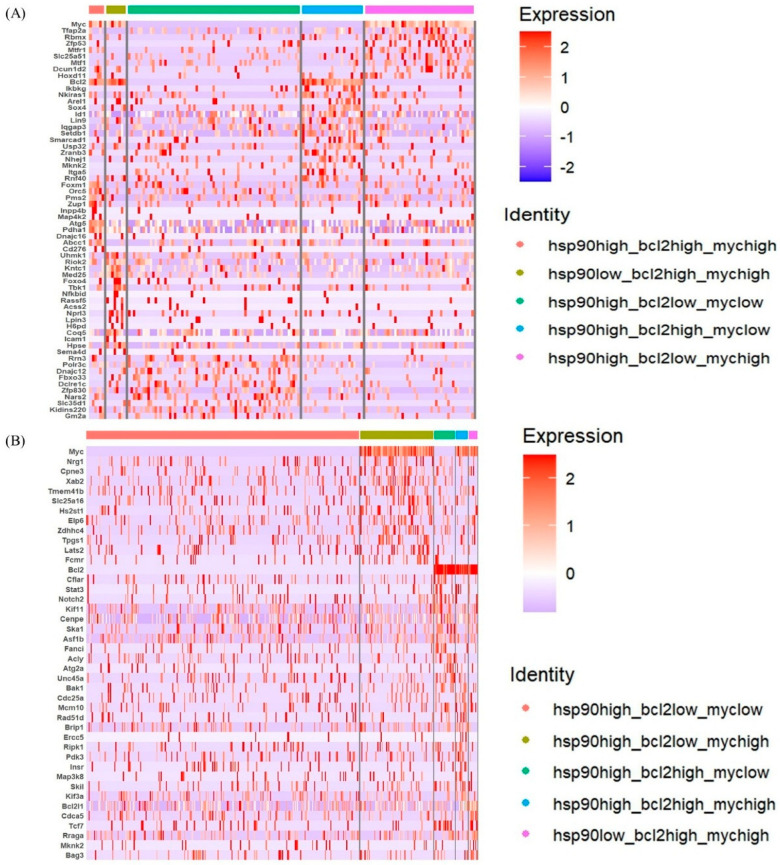
Heatmaps showing the expression of gene signatures across five cell populations in the SP11-treated DLA stem cell population. (**A**) corresponds to SP11-treated 1, and (**B**) corresponds to SP11-treated 2. Columns represent individual cells grouped by cluster identity based on *Hsp90*, *Bcl2*, and *Myc* expression profiles, while rows indicate selected marker genes. Red denotes high expression, and dark blue/purple represents low expression. Distinct clusters exhibit differential enrichment of specific marker genes, highlighting subtype-specific transcriptional programs and treatment-associated shifts in stem cell population dynamics.

**Figure 10:**
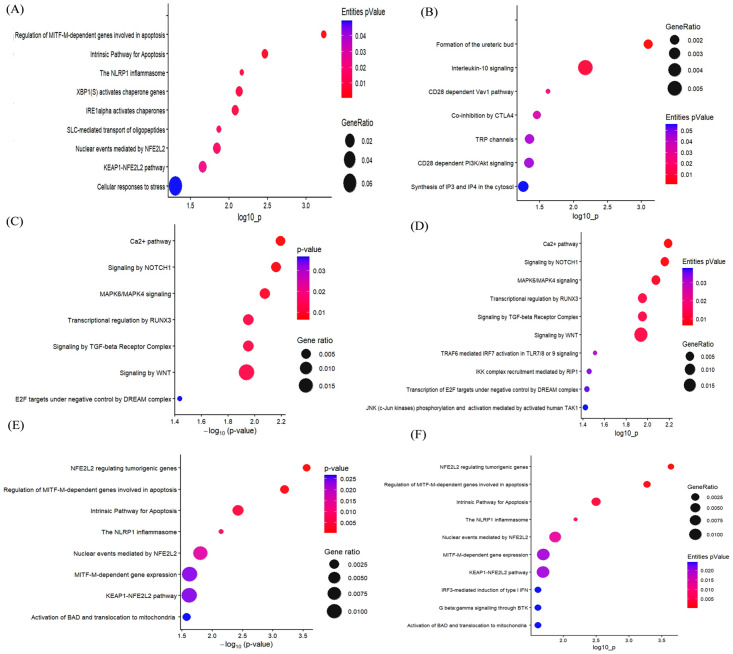
Pathway enrichment analysis in the stem cell population of SP11-treated cells. Dot plots showing significantly enriched pathways in SP11-treated sample 1 (panels (**A**,**C**,**E**)) and SP11-treated sample 2 (panels (**B**,**D**,**F**)). Panels A and B represent the Bcl2/Myc/Hsp90aa1 high cluster, (panels (**C**,**D**)) represent the Myc/Hsp90aa1 high cluster, and (panels (**E**,**F**)) represent the Bcl2/Hsp90aa1 high cluster. The x-axis represents log10(*p*-value), indicating the statistical significance of pathway enrichment. Dot size reflects gene ratio, defined as the proportion of genes from the input gene set that are associated with a given pathway. Larger dots indicate higher gene ratios and color intensity corresponds to adjusted *p*-value.

## Data Availability

The datasets generated during this study are publicly available in the NCBI Gene Expression Omnibus (GEO) repository under accession numbers GSE328097 and GSE328525, which are linked to BioProject accession number PRJNA1453909.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27125321/s1.

# Supplementary material for: Single-Cell Transcriptomic Profiling Reveals Dual Antitumor and Adaptive Resistance Mechanisms of a Novel HSP90 Inhibitor, SP11, in T-Cell Acute Lymphoblastic Leukemic Cells and DLA Mouse Model
**Source:** Int J Mol Sci. 2026 Jun 12;27(12):5321. doi: 10.3390/ijms27125321
**Supplement:** Supplementary file 1

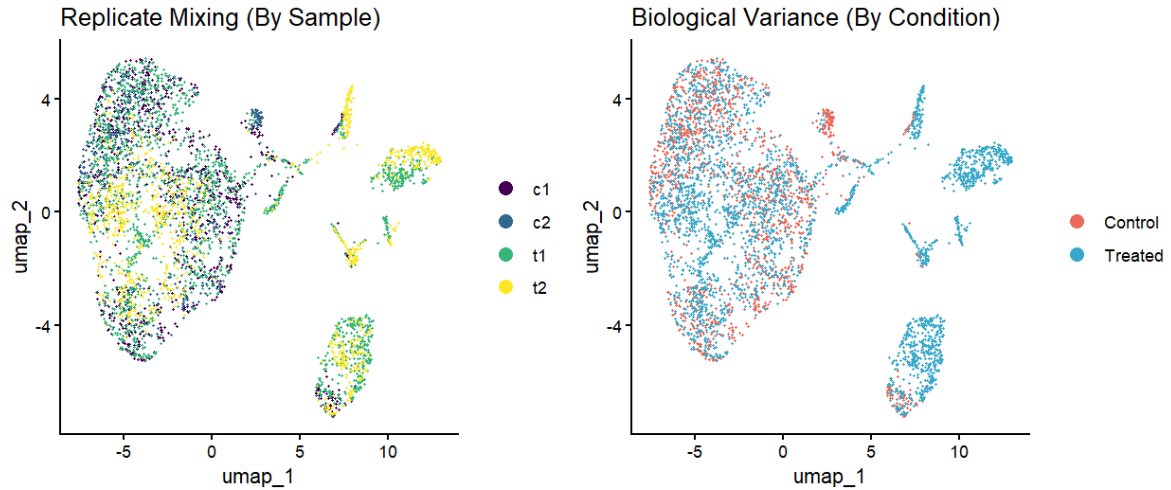

*Figure 1: Exploratory assessment of batch effects and replicate mixing across scRNA-seq datasets. Single-cell RNA-sequencing datasets from two control samples (c1 and c2) and two treated samples (t1 and t2) were merged and processed using a common analysis workflow, including normalization, variable feature selection, principal component analysis (PCA), and UMAP dimensionality reduction, without applying computational batch-correction or integration methods. UMAP visualization demonstrated substantial overlap and intermixing of cells across biological replicates within each condition, with clustering patterns primarily reflecting biological states rather than sample-specific technical variation, indicating minimal batch-driven effects.*

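Main population cells of the DLA samples had more of their 20 nearest neighbours in their own sample than its share of the cells gives, 65.0% against 27.0% in Control 1, 67.5% against 17.1% in Control 2, 65.2% against 37.5% in Treated 1 and 61.2% against 18.4% in Treated 2. Of the neighbours from other samples, those from the replicate of the same group made up 41.5% against 23.4% expected from the cell numbers in Control 1, 69.4% against 32.6% in Control 2, 50.7% against 29.4% in Treated 1 and 59.8% against 46.0% in Treated 2. These shares were computed on 30 principal components before any projection to a UMAP, without integration.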

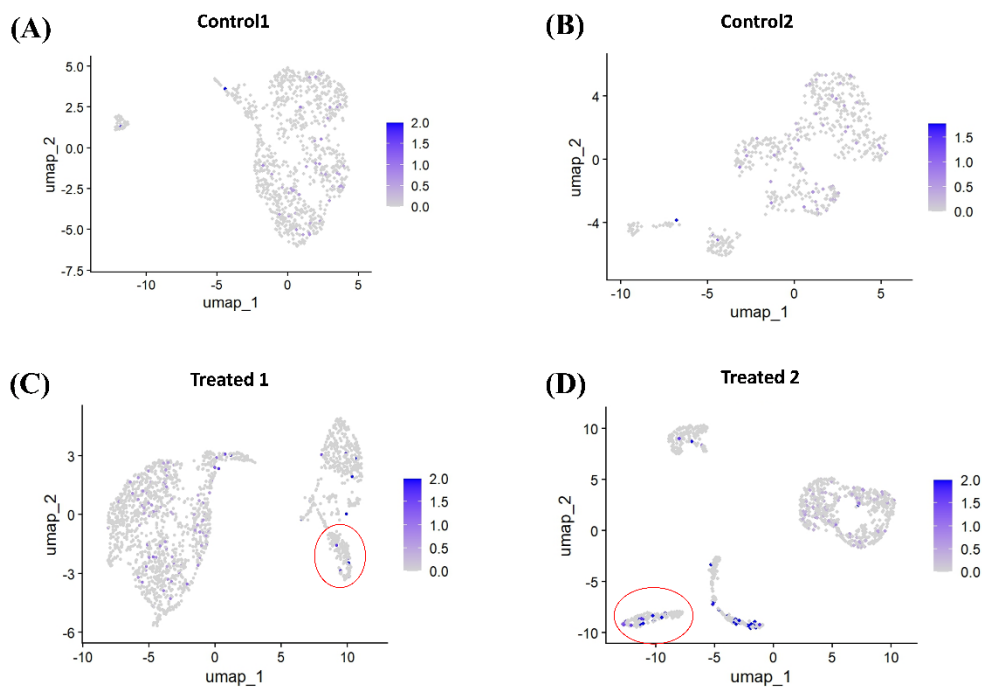

*Figure 2: Single-cell transcriptomic profile of BCL2 expression across control and SP11-treated DLA models. UMAP plots displaying scRNA-seq expression levels of the anti-apoptotic marker BCL2 across four experimental conditions: (A) Control 1, (B) Control 2, (C) Treated 1 (SP11), and (D) Treated 2 (SP11). Expression intensity is color-coded according to the gradient scale (grey indicates low/no expression; blue indicates high expression). Cells were annotated using SingleR. Red circles highlight a distinct B-cell population in the treated cohorts that retains BCL2 transcript levels post-treatment.*

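Summed per cell class, Bcl2 was at 14.8 CPM in the macrophage- and monocyte-like cells of Control 1, 0 in Control 2, 12.6 in Treated 1 and 13.3 in Treated 2, from 1, 0, 4 and 5 UMIs. In T and NK cell-like cells it was at 226 CPM in Control 1 from 2 UMIs, at 0 in the 2 cells of Control 2, at 79.4 CPM in Treated 1 from 1 UMI and at 350 CPM in Treated 2 from 34 UMIs. The paper's text does not state the mouse build behind the deposited genes, so no position is given for Bcl2.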

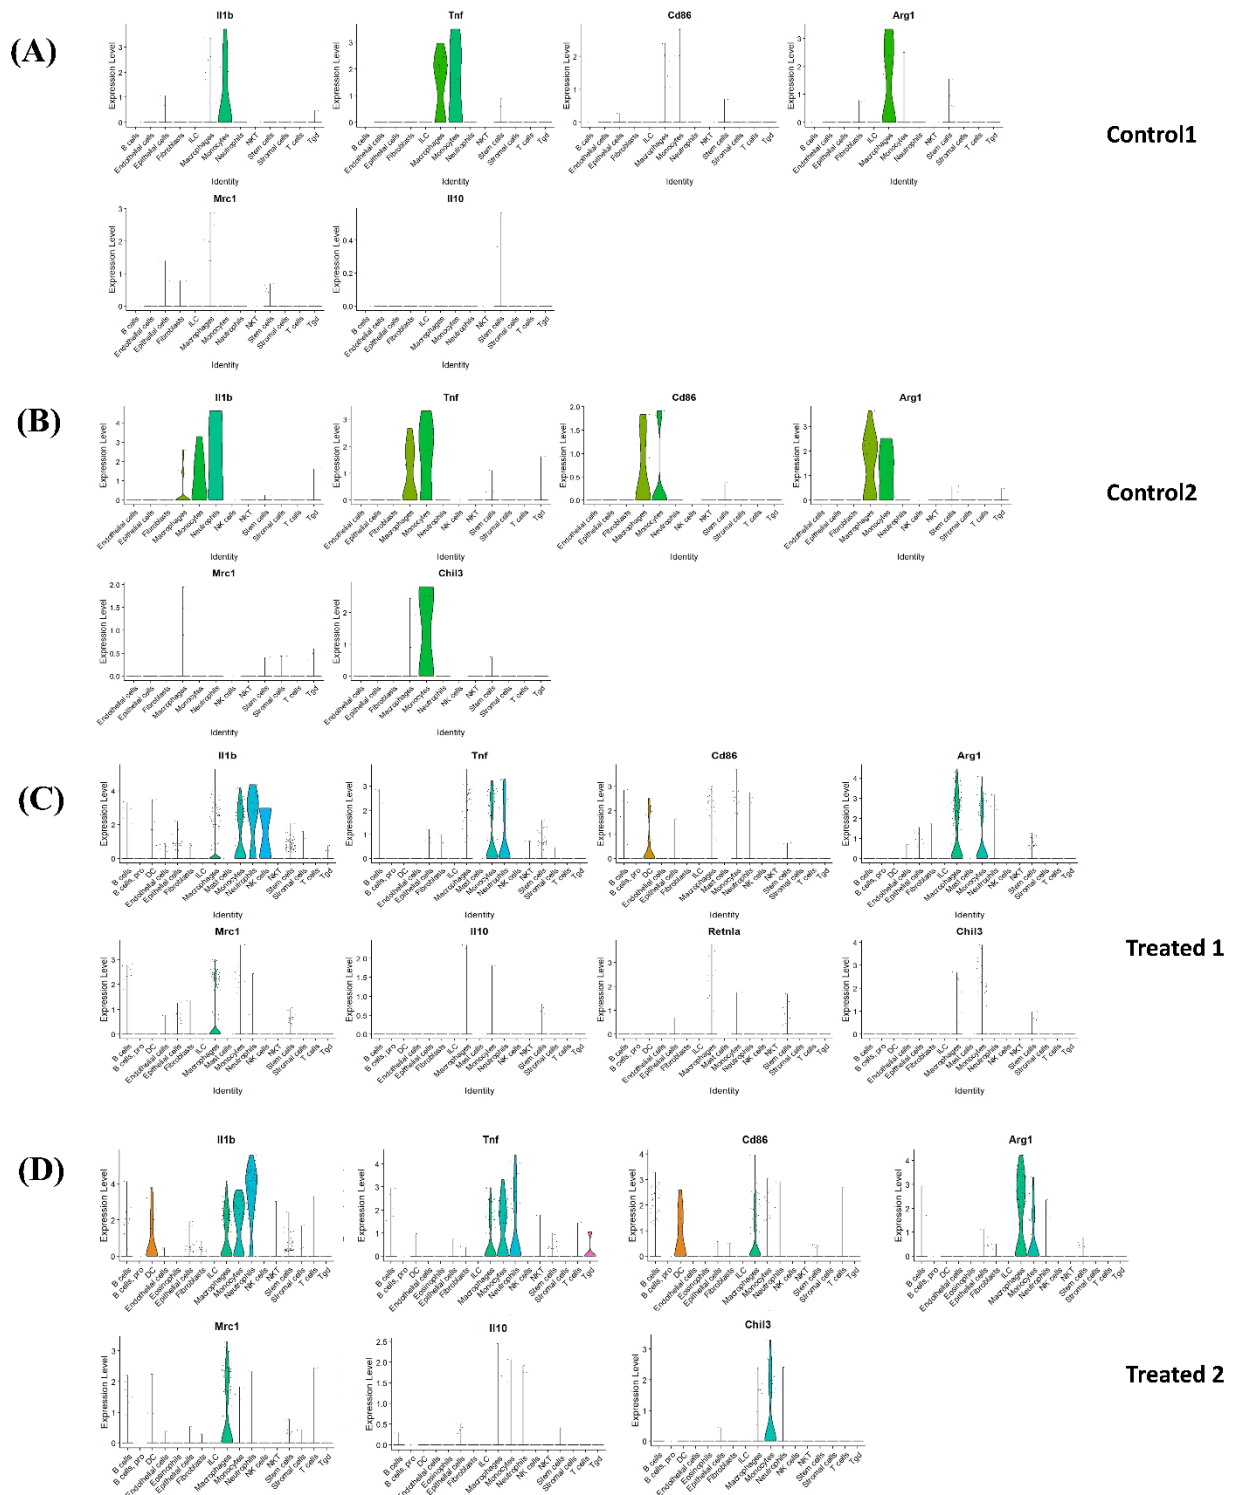

Figure 3: Expression profiles of macrophage polarization and activation markers across control and SP11-treated DLA conditions. Violin plots generated from single-cell RNA sequencing data illustrating the transcript expression levels of key macrophage phenotypic markers across four experimental setups: (A) Control 1, (B) Control 2, (C) Treated 1 (SP11), and (D) Treated 2 (SP11).

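The macrophage- and monocyte-like class held 38 cells in Control 1, 22 in Control 2, 272 in Treated 1 and 164 in Treated 2, so that the control shares rest on few cells. Across the sums of the class, edgeR gave a log2 fold change of 1.15 (SE 0.27, adjusted p = 0.0256) for Il1b and of -1.04 (SE 0.27, adjusted p = 0.0367) for Tnf. Neither call held with single samples left out, since the adjusted p of Il1b was 0.161 without Control 1 and 0.110 without Control 2, and that of Tnf was 0.249 without Control 1, 0.172 without Treated 1 and 0.190 without Treated 2. Within 1 of the 2 clusters that the class formed at a resolution of 1.5, the log2 fold change of Il1b fell to 0.20 (SE 0.43, adjusted p = 0.976 from edgeR). That of Tnf stayed at -0.84 (SE 0.35, adjusted p = 0.514). For Arg1 and Mrc1 the log2 fold changes were 0.067 (SE 0.23, adjusted p = 0.905) and 0.89 (SE 0.42, adjusted p = 0.191).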

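In the macrophage- and monocyte-like cells, a UMI of Il1b was found in 23.7% of the cells of Control 1, 36.4% of Control 2, 31.3% of Treated 1 and 50.0% of Treated 2. For Tnf the shares were 63.2%, 54.5%, 23.5% and 35.4% in the same order, for Cd86 18.4%, 36.4%, 14.3% and 26.8%, for Arg1 42.1%, 59.1%, 37.5% and 43.3%, and for Chil3 2.63%, 31.8%, 9.93% and 14.0%. Mrc1 was found in 5 of 38, 3 of 22, 50 of 272 and 42 of 164 cells, Il10 in 0, 0, 3 and 4 cells, Retnla in 0, 0, 8 and 11 cells, and Nos2 in 1, 0, 1 and 2 cells. In B cell-like cells of Treated 1 and Treated 2, Il1b was found in 6.25% and 6.75% of the cells, Arg1 in 1.14% and 1.84%, and Mrc1 in 5.11% and 4.91%.

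**Figure D3:**
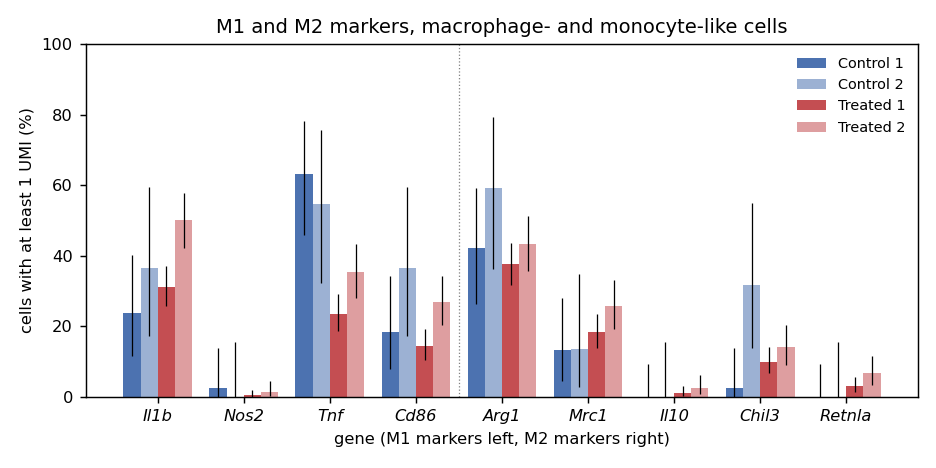
Share of macrophage- and monocyte-like cells with a UMI of each M1 or M2 gene in each DLA sample, in percent, with 95% exact intervals. The control samples have 38 and 22 such cells and the widest intervals.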

The paneled markers include canonical pro-inflammatory (M1-like) indicators-such as *Il1b*, *Tnf*, and *Cd86*- alongside anti-inflammatory, tissue-remodeling, or regulatory (M2-like) indicators including *Arg1*, *Mrc1*, *Il10*, *Chil3*, and *Retnla*.

*Transcripts are plotted across annotated cellular identities along the x-axis, highlighting dynamic shifts in expression primarily localized within the myeloid compartments (macrophages and monocytes) between the vehicle controls and SP11-treated groups.*

How the deposited data were processed for this re-analysis (not part of the article)

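Single-cell RNA sequencing of DLA tumors was analysed from 4 samples, 2 of control mice (Control 1 and Control 2) and 2 of mice given SP11 orally at 30 mg/kg for 17 days (Treated 1 and Treated 2). The sample labels call the controls untreated and the supplement calls them vehicle controls, so whether they were given the vehicle is not settled. For each sample the authors deposited raw UMI counts per gene and cell, which Cell Ranger 7.1.0 made by aligning the reads and counting the UMIs of each called cell. No normalization was applied to these deposited counts, and each matrix holds 1 sample. The paper's text names hg38 for the single-cell work and gives no mouse build for the mouse genes of the files. The experiments on MOLT4 cells, on resistant lines and on proteins have no samples among the 4 analysed here. Whether their data were deposited elsewhere was not examined.

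Cells with at least 200 detected genes and at most 10% of their UMIs on mitochondrial genes were kept, the limits that the paper gives for DLA. Counts of the kept cells were scaled to 10000 per cell and log-transformed, the 2000 most variable genes were taken without the genes that the paper names, and 30 principal components were computed. Cells of all samples were clustered together by the Leiden method on a graph of shared neighbours with 20 neighbours per cell, at a resolution of 0.5, without integration of the samples, with scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15. Clusters were named from lists of marker genes for 20 cell classes, where the 10 genes with the largest fold against the other cells include markers of the class and at least 3 of its markers are detected. Clusters whose profiles correlated above 0.8 were joined into linked groups, and the clusters of the largest group without an immune, erythroid, platelet or stromal class were taken as the main population. The limit of 0.8 was not fixed beforehand. The paper named cells with SingleR, whose reference data were not available. Doublets were called in each sample with Scrublet, as part of scanpy, which marked 5.13% of the cells of Control 1, 8.13% of Control 2, 0.928% of Treated 1 and 1.47% of Treated 2, and they were kept in the main analysis because the paper names no removal.

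Cells of 1 sample are not replicates of the treatment, so UMIs were summed per sample over the cells of a class. The sums were tested in edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. This was done for the main population, for all kept cells and for the macrophage- and monocyte-like class, which alone had at least 20 cells in every sample. Genes named in the text are those the paper names for DLA, members of the gene lists, and up to 5 genes of each direction with the largest change among those called whose samples of both groups do not overlap. A fold against controls with 0 UMIs is given as a lower bound against 3 counts over the group. CPM are counts of a gene divided by the total of its sum and scaled to the same total. Subgroups of the main population were formed in each sample by Myc, Bcl2 and Hsp90aa1, and their sums were tested with the sample as a block. With 1 treated sample left out, the plain log2 ratio of CPM with 1 added was taken instead. Shares of cells with a UMI were compared after each main population cell was thinned to 5000 UMIs. Shares have exact Clopper-Pearson intervals at 95%, from scipy 1.17.1, with 3 counts of the total as the limit for a share of 0, and were compared between groups with a two-sided exact permutation test. Lists for the heat-shock response, the interferon response, MHC class I and class II presentation, MYC targets and the stemness and survival genes of the paper were tested with camera in limma 3.58.1 with a preset correlation of 0.01. Cell cycle phases were scored with Seurat 5.3.0, a method that the paper applies to MOLT4 cells. Transcript lengths and GC content came from the GENCODE annotation of mouse and were matched to 11493 of the 11504 genes tested in the main population.

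The edgeR step was tested on simulated data drawn from the real means and totals. The changed genes were given log2 fold changes between 1 and 2 in size, in either direction, so smaller changes were not covered. With 200 genes changed, it called 198 genes in the main population, 16 of them unchanged genes, and 80 genes in the macrophage- and monocyte-like class, 1 of them unchanged. With no gene changed, it called 0 genes in these 2 comparisons and 2 genes over all cells. The kept cells held 9739676 UMIs in Control 1, 9574906 in Control 2, 12999822 in Treated 1 and 13024964 in Treated 2.

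The alternatives tried were a mitochondrial limit of 20%, a minimum of 500 genes, leaving out called doublets, resolutions of 0.2 and 1.5, DESeq2 1.42.0, no filter on genes with low counts, the replicate number as a block, thinning of every cell, at least 2 UMIs in place of 1, fry in place of camera, edgeR on cell counts, and each sample left out in turn. Alternatives chosen after seeing the data took the 2 unnamed clusters into the main population, left out its cluster with the fewest UMIs per cell, clustered the cells outside the main population again, thinned cells before the cycle was scored and before the gene lists were tested, required high Hsp90aa1 in the Myc-high and Bcl2-high cells, and tested genes within 1 of the 2 macrophage- and monocyte-like clusters at a resolution of 1.5. Cell to cell communication, pseudotime and pathway enrichment were not analysed here, since their databases or tools were not available.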

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

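The test on marker lists for free RNA, the test on the share of cells with a hemoglobin UMI and the test on hemoglobin in the other classes were chosen after the results were seen, while the test without called doublets was chosen before.

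Hemoglobin transcripts (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt), which the paper does not report on, were 32.8 times higher in the main population of the SP11-treated samples than in that of the controls, with means of 7299 and 222 CPM. Their level was 267 CPM in Control 1, 177 in Control 2, 10002 in Treated 1 and 4597 in Treated 2, and over all kept cells it was 717, 857, 14748 and 12459 CPM. A hemoglobin UMI was found in 62.2% of the main population cells of Control 1, 62.2% of Control 2, 100% of Treated 1 and 100% of Treated 2, with a median of 1, 1, 22 and 30 UMIs per cell. Droplets that hold a main population cell and a red blood cell would leave a part of the cells without these transcripts, so the lowest share of 100% in a treated sample argues against such droplets as the whole source. Hemoglobin expressed by the main population alone would make up a smaller part of the UMIs of the other cells, as Krt8 does, at 1245 CPM in the main population and 90.8 CPM in the B cell-like class. But the median over cells of the hemoglobin level was 2317 CPM in the main population of Treated 1 and 1477 in that of Treated 2, and 3985 and 4823 CPM in the B cell-like cells. Over the B cell-like, the macrophage- and monocyte-like and the T and NK cell-like cells, the lowest ratio to the main population of the same sample was 1.72, which argues against expression by the main population as the whole source. Free RNA was not measured, because the deposited matrices hold no empty droplets, and a part from expression or from such droplets stays open, since the median was 22 and 30 UMIs per main population cell against 4 and 8 per B cell-like cell.

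Transcripts of other cells were higher in the main population as well. The median log2 fold change was 4.57 over the 16 tested genes of the B cell list, 3.20 over the 18 of the neutrophil list and 4.71 over the 6 of the erythroid list. Free RNA of the other cells in the same sample is a candidate explanation. The T cell list had a median of 0.21 over 7 tested genes, but of these Tcf7, Ctla4, Lat and Skap1 are also expressed by the main population, and Cd3d rose from 5 and 1 UMIs to 25 and 16, so this median says nothing on free RNA. Igkc was found in 0.240% of the main population cells of Control 1, 0.190% of Control 2, 15.5% of Treated 1 and 25.4% of Treated 2. A UMI of S100a8 or S100a9 was found in 29.4%, 42.2%, 43.7% and 60.7% of these cells. With called doublets left out, the median of the B cell list was 4.23 and that of the erythroid list 4.77, but Scrublet marked only 17 cells of Treated 1 and 16 of Treated 2, against 47 and 46 in the controls, so doublets stay open for the B cell transcripts. Il1b had 8 and 6 UMIs in the main population of the controls and 176 and 157 in the treated samples, a log2 fold change of 4.14 (SE 0.31, adjusted p = 3.81e-11 from edgeR), and it is among the leading genes of the neutrophil- and erythroid-like cluster. In the macrophage- and monocyte-like class over all 4 samples, Igkc was at 138 CPM, Cd79a at 75.1 and Ighm at 70.3. The main population had 50.5, 30.2 and 9.17 CPM in Treated 1 and 24.3, 15.0 and 8.04 in Treated 2. Of the B cell list, only Fcmr, Scd1, Fcer2a, Vpreb3, Cr2 and Fcrl1 were not higher in that class. This argues against expression by the tumor cells as the whole source of the B cell transcripts, and a part stays open. Free RNA and doublets cannot be told apart for them, because the deposited matrices hold no empty droplets. For the neutrophil transcripts and Il1b, expression by the treated tumor cells cannot be told apart from these either. A change in the tumor cells through SP11 was not tested apart from these.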

How the results depend on the processing

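Chosen after seeing the data were the 2 other definitions of the main population, the second clustering of the cells outside it, the thinning before the cycle was scored and that before the gene lists were tested, the subgroups that also need high Hsp90aa1 and the test within 1 macrophage- and monocyte-like cluster at a resolution of 1.5. Of the values recomputed for group comparisons, 350 kept their direction, their side of the threshold or their size, 30 changed in size, 16 reversed, 7 no longer passed the threshold and 3 newly passed it. Of those for single genes named among many, 452 kept them, 31 no longer passed and 17 reversed. For differences in shares of cells and in cycle phases, the permutation test cannot pass the threshold. There only a reversal could count as a change, apart from edgeR on cell counts. The same holds for subgroup genes with a treated sample left out, which have no p. The numbers kept therefore overstate how firm the results are. The higher shares of B cell-like and of macrophage- and monocyte-like cells and the lower share of the main population after SP11 treatment kept their direction under every alternative run. With each sample left out in turn, these differences lay between 9.56 and 14.9, between 10.8 and 11.1, and between -40.0 and -28.7 percentage points.

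The filters set the share of barcodes kept by their construction. With at most 20% mitochondrial UMIs, 98.1% of Control 1 and 98.5% of Control 2 were kept, and with at least 500 genes 90.8% of Control 1, 69.1% of Treated 1 and 64.1% of Treated 2. With doublets left out, the log2 fold change of Slc27a1 in Myc-high cells was -0.018.

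With DESeq2, 88 genes were higher and 36 lower in the main population, 39 were higher in the macrophage- and monocyte-like class, and Bcl2 over all cells had a log2 fold change of 0.87 that no longer passed (adjusted p = 0.103). Of the 124 genes that DESeq2 called in the main population, 121 were among the 279 called by edgeR. Without the filter on low counts, 373 genes were higher in the main population, and 174 were higher and 64 lower in the macrophage- and monocyte-like class, where the number of genes tested rose from 2784 to 12814. On cell counts per class, edgeR gave log2 fold changes of 7.32 for B cell-like cells, 1.89 for macrophage- and monocyte-like cells and -0.67 for the main population, which passed the threshold that the permutation test cannot reach. With fry, the interferon response list (median 0.20, adjusted p = 0.516) and the MHC class II list (median 2.42, adjusted p = 0.507) no longer passed. The causes of the changes under DESeq2 and fry were not tested.

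With the replicate block, 469 genes were higher and 284 lower in the main population, against 207 and 72 without it, and all 279 calls made without the block were among its 753 calls. The paper describes 2 independent sets of samples, without saying that the replicate numbers mark them. The numbers were not shown to pair the samples, since there are only 2 pairs and the correlation of the deviations of same-numbered samples was 0.140 in the main population, 0.0774 over all cells and 0.0550 in the macrophage- and monocyte-like class. In the macrophage- and monocyte-like class 147 genes were higher and 131 lower with the block, against 115 and 100, and over all cells 2220 genes were called, against 1305. For Myc and Bcl2, the named genes and the gene lists, no result changed its side of the threshold with the block.

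With thinned cells, 94 genes were higher in the main population, where the genes tested fell from 11504 to 9697, and 67 were higher and 31 lower in the macrophage- and monocyte-like class, where they fell to 918. The log2 fold changes of Klf4 (-0.13) in the main population, Arg1 (-0.19) in the macrophage- and monocyte-like class, Myc over all cells (0.51), Rbmx (-0.0096) and Mtfr1 (-0.66) in Myc-high cells, and Prkdc (-0.77) in Bcl2-high cells reversed, none of them called before or after. The interferon response list no longer passed (median 0.69 over 6 tested genes, adjusted p = 0.0694 by camera). The causes were not tested.

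With at least 2 UMIs in place of 1, the mean share of the treated samples fell to 8.65% for Myc-high cells, 1.01% for Bcl2-high cells, 0 for cells high for all 3 genes and 12.5% for macrophage- and monocyte-like cells with an M1 and an M2 gene, as a stricter limit must lower them. The difference in thinned cells with Myc reversed to -0.125 percentage points and Prkdc in Bcl2-high cells to a log2 fold change of -0.13, and the cause was not tested. With Hsp90aa1-high defined as at least 1 UMI, 3.77% of the treated cells were high for all 3 genes.

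The difference between treated and control samples in thinned cells with Myc, 0.517 percentage points, reversed to -0.274 at a resolution of 0.2, to -0.930 without the cluster with the fewest UMIs and to -1.18 with every linked cluster. Without that cluster the difference in G2M cells was -0.292 percentage points, and with every linked cluster it was -0.0909 and Slc27a1 was at -0.019. Within 1 of the 2 macrophage- and monocyte-like clusters at a resolution of 1.5, 4 genes were called higher and 0 lower by edgeR, with 79 at an unadjusted p under 0.05 among the 910 tested, and Arg1 reversed to -0.071 (adjusted p = 0.998). That cluster has fewer cells than the class and may hold 1 of 2 kinds of its cells, which was not told apart from a change of state. The median ratio of the log2 fold changes was 0.269, with 0.639 over the higher and 0.234 over the lower genes. At a resolution of 1.5, camera ranked the MHC class I list lower, at a median of 0.015. None of the differences in this paragraph other than the 4 genes was called under any of these settings, and the cause was not tested.

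With each sample left out in turn, edgeR takes the spread of the lone sample from the other group. The main population had between 127 and 229 higher and between 43 and 101 lower genes, and the lowest counts of both came without Control 2. The macrophage- and monocyte-like class had between 29 higher genes, without Control 1, and 79, and between 12 lower genes, without Treated 1, and 99. The log2 fold change of Bcl2 over all cells lay between 0.56 and 1.13, and it was not called without Treated 2 or without Control 1. In the main population Hsp90aa1 lay between -0.012 and 0.16, Hsf1 between -0.15 and 0.38 and Klf4 between -0.14 and 0.39, and Arg1 lay between -0.14 and 0.35 in the macrophage- and monocyte-like class. For the subgroups, the values are plain log2 ratios of the CPM of the remaining treated sample, with 1 added, and not edgeR estimates. They differ from the edgeR values in the estimator as well as in the samples. In Myc-high cells Ercc6l2 lay between -0.64 and 0.063, Slc27a1 between -0.28 and 0.32 and Mtfr1 between -0.16 and 0.23. In Bcl2-high cells Prkdc lay between -0.14 and 0.76 and Mcemp1 between 0.13 and 0.80. In triple-high cells Hsf2bp, at 3.21 by edgeR with both treated samples, had such log2 ratios of 2.69 without Treated 1 and 1.45 without Treated 2. The median of the interferon response list lay between 0.12 and 1.18, that of the MHC class I list between -0.042 and 0.17, and that of the stemness and survival genes between -0.062 and 0.36. The difference in thinned cells with Myc lay between -0.488 and 1.52 percentage points, that in G1 cells between -8.22 and 2.36, in S cells between -1.88 and 5.50 and in G2M cells between -0.479 and 2.72, and each of these 4 changed its sign without Treated 2. Cells of the treated samples with Trdc and a Cd3 gene numbered between 1 and 2 with a treated sample left out.

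Not run were the test of cells high for all 3 genes with at least 2 UMIs and after thinning, where a sum held no cells or too few, and Bcl2 over all thinned cells, which the filter on low counts removed. A neutrophil- and erythroid-like class did not form with at least 500 genes or at a resolution of 0.2. No genes were tested in the T and NK cell-like class, with 13 cells in Control 1 and 2 in Control 2, in the B cell-like class, with 1 and 0, or in the neutrophil- and erythroid-like class, with 9 and 8.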

Differences from the paper's values

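Naming single samples beside the cell numbers of the paper and the subgroups that also need high Hsp90aa1 were chosen after seeing the values.

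The paper's numbers of captured DLA cells are 965 control and 1103 SP11-treated cells, while the deposited matrices list 1572 and 3760 barcodes. The paper's numbers of retained cells are 915 and 1081, and the same limits kept 1482 and 2922 cells here. Of the alternatives set before the data were examined, at most 20% mitochondrial UMIs kept 1544 and 2933 cells and at least 500 genes kept 1444 and 2523, and neither brings the numbers within 1.5 times of the paper's. Control 1 alone has 965 barcodes with at least 200 genes and Treated 2 alone has 1103, and 916 and 1091 cells of these samples were kept, a comparison chosen after seeing the values.

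For dendritic cells, the paper's share of the treated samples is about 1.7% in Fig. 7B, read by eye, and no cluster carried dendritic cell markers here, so the share is 0. At a resolution of 1.5, set before the data were examined, a dendritic cell-like cluster held 1.98% of the treated cells, within 1.5 times of the paper's, while the share stayed at 0 with the mitochondrial limit of 20%, at least 500 genes, doublets left out and a resolution of 0.2.

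The paper states that the 9 stemness and survival genes of DLA stem cells fell after SP11 treatment. In the main population, 6 of the 8 tested genes had a log2 fold change above 0 and 0 were called by edgeR, with 1 at an unadjusted p under 0.05, and DESeq2 called 0. Myc (-0.21) and Bmi1 (-0.20) were below 0, and Aldh1a1 had 4 UMIs in Treated 1 and 0 in the other samples. Without Treated 2 and likewise without Control 1, 4 of the 8 were above 0, and 6 without Treated 1 or without Control 2.

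The paper states an overall fall of Myc and Bcl2 in DLA. In the main population the log2 fold change of Bcl2 was 0.53 (adjusted p = 0.290 from edgeR), and cells of other classes add to the sums over all kept cells. Over all kept cells the log2 fold change of Bcl2 was 0.87 (adjusted p = 0.0152 from edgeR, and between 0.000195 and 0.271 under its alternatives) and that of Myc was -0.28 (adjusted p = 0.231).

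The paper states that γδ T cells were fewer after SP11 treatment. Cells with Trdc and a Cd3 gene numbered 0 in Control 1, 0 in Control 2, 1 in Treated 1 and 2 in Treated 2.

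The paper states that Myc-high cells of the treated samples had higher levels of Ercc6l2, whose log2 fold change against the other cells was -0.22 and not called by edgeR, with 39 UMIs in the Myc-high cells of Treated 2 and 10 in those of Treated 1. Without Treated 1 the plain log2 CPM ratio of Ercc6l2 was 0.063. The legend of Fig. 10 names clusters high for Myc and Hsp90aa1, while the Myc-high cells here were taken whatever their Hsp90aa1 and Bcl2. With cells high for Myc and Hsp90aa1 but not Bcl2, a grouping chosen after seeing the values, Ercc6l2 was at -0.26 (adjusted p = 0.938).

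The legend of Fig. 7 gives p-values from a Wilcoxon test beside n = 2 per condition and does not say whether samples or cells were compared. If samples were compared, the smallest two-sided exact p for 2 against 2 is 0.333.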

Other observations

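The tests on keratin transcripts and on the ratio of B cell-like to macrophage-like cells were chosen after the results were seen, as were the thinning of cells before the cycle was scored and that before the gene lists were tested and the test within 1 cluster of the macrophage- and monocyte-like class, and the other tests in this part were chosen before.

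The main population carried epithelial transcripts in every sample. The 13 epithelial markers summed to 7474 CPM in Control 1, 4167 in Control 2, 6025 in Treated 1 and 5337 in Treated 2, the 30 T cell markers to 102, 107, 132 and 146 CPM, the 34 B cell markers to 60.0, 61.1, 199 and 142 CPM, and the 14 fibroblast markers to 1.14, 0.739, 4.32 and 1.93 CPM. Free RNA of epithelial cells in every droplet would give a like level in all classes, but Krt8 was at 1245 CPM in the main population and 90.8 CPM in the B cell-like class, 13.7 times lower, which argues against it. A sample of another line or a change of the line in passage was not tested, and the design gives no biological explanation to test.

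In the main population, camera called 2 of the 6 gene lists (Benjamini-Hochberg adjusted over the 6 lists) and neither call held under fry. The MHC class II list was higher, with a median log2 fold change of 2.42 over 6 tested genes (adjusted p = 8.39e-06 by camera, 0.507 by fry), and edgeR called 4 of them, H2-Aa, H2-Ab1, H2-Eb1 and Cd74, over all genes tested and 4 adjusted over the list alone, while DESeq2 called 2. Cd74 is also among the leading genes of the B cell-like cluster. The interferon response list was higher, with 10 of 11 tested genes above 0, a median of 0.20 and a mean of 0.54 (adjusted p = 0.00957 by camera, 0.516 by fry). The adjusted p by camera was 0.0718 without Treated 1 and 0.0694 with thinned cells, and over all alternatives run, fry included, the adjusted p lay between 2.41e-07 and 0.516. Of its genes edgeR called 1 over all genes tested and 3 adjusted over the list alone, and DESeq2 called 0. The heat-shock response list had a median of -0.046 over 21 tested genes (adjusted p = 0.446), with 0 genes called by edgeR over all genes tested or adjusted over the list alone, 1 at an unadjusted p under 0.05 and 0 called by DESeq2. The MHC class I list had a median of 0.071 over 16 genes (adjusted p = 0.869), with 0 genes called by edgeR over all genes tested or adjusted over the list alone, 1 at an unadjusted p under 0.05 and 0 called by DESeq2. The MYC target list had a median of -0.048 over 29 genes (adjusted p = 0.473), with 1 gene called by edgeR, Cad, over all genes tested and adjusted over the list alone, 4 at an unadjusted p under 0.05 and 0 called by DESeq2. The stemness and survival genes had a median of 0.15 (adjusted p = 0.446). Among the marker lists, the medians were -0.19 for NK cells, 0.16 for macrophages, 1.82 for monocytes, -0.12 for epithelial cells and -0.084 for the genes of cycling tumor cells. The immune lists carry the same open question of free RNA as the B cell list.

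Cell cycle phases of the main population, scored for MOLT4 only in the paper, differed by less than the spread between replicates. G1 cells made up 44.4% in Control 1, 43.0% in Control 2, 46.0% in Treated 1 and 35.4% in Treated 2, S cells 24.8%, 26.6%, 23.8% and 31.2%, and G2M cells 30.8%, 30.4%, 30.1% and 33.3% (exact permutation p = 1.0 for each phase). With cells thinned to 5000 UMIs before scoring, G1 cells made up 50.4%, 50.1%, 50.0% and 45.3%.

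Short transcripts were lower in the main population of the treated samples. The genes called lower had a median transcript length of 729.5 bases, those called higher 3441 and all tested genes 3220, and the median log2 fold change of 81 ribosomal protein genes was -0.24, with 79 of them below 0. Across the 11493 tested genes with a length, which are not independent replicates, log2 fold change rose with length (Spearman rho 0.337) and with GC content (rho 0.217), and once a smooth trend on length was taken away the ribosomal median was -0.12. A difference in transcript length bias between the samples of the groups may therefore account for part of this fall. A difference in depth per cell is argued against, since the ribosomal median was -0.25 after each cell was thinned to the same number of UMIs. A treatment effect on short transcripts was not tested apart from this.

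B cell-like and macrophage- and monocyte-like cells rose by different factors. B cells made up 2.56% of both classes together in Control 1, 0 in Control 2, 39.3% in Treated 1 and 49.8% in Treated 2. Fewer main population cells with no other change would leave this ratio as it was, but the lowest lower bound of the treated samples was 34.7% and the highest upper bound of the controls 15.4% (95% exact intervals), which argues against it. More blood in the treated samples may be a source of B cells. Hemoglobin was higher in both treated samples, while platelet genes over all cells were at 3.29 CPM in Control 1, 3.13 in Control 2, 2.92 in Treated 1 and 2.46 in Treated 2. Since the main population alone had platelet genes at 3.33, 3.06, 2.85 and 2.60 CPM, they are a poor measure of blood, and blood and recruitment of B cells by the treatment cannot be told apart.

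The macrophage- and monocyte-like cells differed between the groups in 215 genes. A difference in depth was predicted to leave fewer than 0.5 of these calls after thinning, and 98 genes were called, but thinning also lowered the number of genes tested to 918. Of the 152 called genes still tested, 71 were called again, all 152 had the same sign and the median ratio of the log2 fold changes was 0.881. For free RNA of other cells, 64.2% of the called genes were more abundant in this class than in the other cells of the same samples, 105 of the 115 higher genes and 33 of the 100 lower genes. At a resolution of 1.5 the class fell into 2 clusters, one led by Lyz2 and Fn1 with 2, 0, 210 and 120 cells in Control 1, Control 2, Treated 1 and Treated 2, and one led by Wfdc17 and Ccl6 with 35, 22, 33 and 25. A different mix of 2 kinds of cells would bring the log2 fold changes within 1 cluster under 0.5 times those of the class, a limit written down after the value was seen. Within the second cluster edgeR tested 910 genes and called 4, all hemoglobin genes, with 79 at an unadjusted p under 0.05, and DESeq2 was not run on it. Of the 215 genes 124 were tested there, 108 of them with the same sign, and the median ratio of the log2 fold changes was 0.269. This pooled ratio lies under the limit. Over the 87 lower genes tested there the ratio was 0.234, but over the 37 higher genes it was 0.639, above the limit. The clusters are also drawn from the same expression values, so a change of state would part the cells in the same way. Shallow cells carry more free RNA per UMI. Depth, free RNA, a different mix of cells and a different state through the treatment therefore cannot be told apart for these genes.

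Main population cells lay closer to cells of the other sample of their group than the cell numbers give. The smallest excess of such neighbours was 13.8 percentage points, in Treated 2. They also lay closest to cells of their own sample, with 61.2% of the neighbours of Treated 2 cells against 18.4% from the cell numbers, so each sample is set apart from the others as well. With 2 samples per group, differences between single samples, a batch that follows the groups, which neither the labels nor the paper give, and the treatment cannot be told apart.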
